# Necdin, a Negative Growth Regulator, Is a Novel STAT3 Target Gene Down-Regulated in Human Cancer

**DOI:** 10.1371/journal.pone.0024923

**Published:** 2011-10-27

**Authors:** Rachel Haviland, Steven Eschrich, Gregory Bloom, Yihong Ma, Susan Minton, Richard Jove, W. Douglas Cress

## Abstract

Cytokine and growth factor signaling pathways involving STAT3 are frequently constitutively activated in many human primary tumors, and are known for the transcriptional role they play in controlling cell growth and cell cycle progression. However, the extent of STAT3's reach on transcriptional control of the genome as a whole remains an important question. We predicted that this persistent STAT3 signaling affects a wide variety of cellular functions, many of which still remain to be characterized. We took a broad approach to identify novel STAT3 regulated genes by examining changes in the genome-wide gene expression profile by microarray, using cells expressing constitutively-activated STAT3. Using computational analysis, we were able to define the gene expression profiles of cells containing activated STAT3 and identify candidate target genes with a wide range of biological functions. Among these genes we identified Necdin, a negative growth regulator, as a novel STAT3 target gene, whose expression is down-regulated at the mRNA and protein levels when STAT3 is constitutively active. This repression is STAT3 dependent, since inhibition of STAT3 using siRNA restores Necdin expression. A STAT3 DNA-binding site was identified in the Necdin promoter and both EMSA and chromatin immunoprecipitation confirm binding of STAT3 to this region. Necdin expression has previously been shown to be down-regulated in a melanoma and a drug-resistant ovarian cancer cell line. Further analysis of Necdin expression demonstrated repression in a STAT3-dependent manner in human melanoma, prostate and breast cancer cell lines. These results suggest that STAT3 coordinates expression of genes involved in multiple metabolic and biosynthetic pathways, integrating signals that lead to global transcriptional changes and oncogenesis. STAT3 may exert its oncogenic effect by up-regulating transcription of genes involved in promoting growth and proliferation, but also by down-regulating expression of negative regulators of the same cellular processes, such as Necdin.

## Introduction

STAT3 is a latent cytoplasmic transcription factor, induced by a variety of upstream signals, including growth factors, cytokines and non-receptor tyrosine kinases [1]–[7]. Upon activation by tyrosine phosphorylation, STAT3 forms dimers, which translocate to the nucleus and regulate transcription of target genes. Under normal physiological conditions, STAT3 activity is tightly controlled; however, intracellular signaling pathways involving STAT3 are frequently constitutively activated in many different human primary tumors [8]–[15]. We and others have shown that constitutive activation of STAT3 provides cancer cells with growth and survival advantages [16] and enhances tumor angiogenesis [17] and metastasis [18]. Recent studies have also indicated that STAT3 activation contributes to tumor immune evasion [19], [20]. These findings indicate that aberrant STAT3 signaling affects a wide variety of fundamental cellular functions through multiple mechanisms.

To date, up-regulated expression of numerous STAT3 target genes has been identified, including VEGF [17], Bcl-2, Bcl-xL [21], p21, Cyclin D1 [22] and survivin [23]. These STAT3 target genes have generally been identified on an individual basis, while few studies have attempted to identify large numbers of STAT3 regulated genes [24]–[28]. We took a broad approach to identify novel STAT3 regulated genes involved in oncogenesis by examining changes in the genome-wide gene expression profile by microarray, using cells expressing constitutively-active STAT3. Combining this approach with computational analysis of the microarray results, we were able to define the gene expression profile of cells expressing activated STAT3 and examine the role of STAT3 in both positive and negative regulation of gene expression.

Pathway and functional analysis demonstrate that STAT3 has an important role in regulating, both positively and negatively, a diverse array of cellular processes in addition to transcription. STAT3 coordinates expression of genes involved in multiple metabolic and biosynthetic pathways, integrating signals that lead to global transcriptional changes and oncogenesis. These include genes involved in cell adhesion, cytoskeletal remodeling, nucleotide, lipid and protein metabolism, as well as signal transduction.

Through computational analysis of our data, we identified Necdin, a negative growth regulator, as a novel potential STAT3 target gene. Necdin is a potent growth suppressor that is predominantly expressed in post-mitotic neurons [29]–[32]. Necdin expression has been shown to be down-regulated in both carcinoma cell lines and primary tumors [33], suggesting that repression of Necdin expression may have a role in oncogenesis. We verified that Necdin mRNA expression inversely correlates with STAT3 activity in cells expressing constitutively-active STAT3 and that STAT3 directly regulates the expression of Necdin at the promoter level. In addition, Necdin expression in human tumor cell lines is inversely correlated with activation of endogenous STAT3. Our findings provide further evidence for a role of Necdin as a physiological target of STAT3, demonstrating that computational analysis of microarray data can be used to identify potential STAT3 target genes for further investigation.

## Results

### Identification of Potential STAT3 Target Genes Using Oligonucleotide Microarrays

To identify potential novel STAT3-regulated genes, we examined global gene expression patterns in cell lines harboring persistently active STAT3. Gene expression profiles in such cells are likely to be representative of the genetic profile of a cancer cell with aberrant STAT3 expression, as compared to inducing STAT3 activity transiently using exogenous stimulation, such as IL-6 or transient transfection [25].

RNA was harvested from normal Balb/c-3T3 cells with low levels of endogenous STAT3 activity, to serve as a control. RNA was also extracted from Balb/c-3T3 cells stably transfected with either v-Src, known to induce persistent activation of STAT3 [34], [35], or the constitutively active mutant, STAT3-C [36]. 

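RNA from 3 mouse fibroblast lines was measured on Affymetrix mouse genome arrays: control Balb/c-3T3 cells, Balb/c-3T3 cells stably expressing v-Src, the tyrosine kinase oncoprotein of Rous sarcoma virus, and Balb/c-3T3 cells stably expressing STAT3-C. Each line has 3 arrays, numbered 1, 2 and 3 for the control and STAT3-C cells and 1, 5 and 6 for the v-Src cells. The methods state that 1 ug of RNA, pooled from 5 dishes of 1 passage, was used for each array. The 3 arrays of a line are passages of 1 stable line, so the p-values measure the spread between passages and not between independently derived clones. The authors normalized the arrays by Robust Multichip Average (RMA), and the values used are RMA expression on the log2 scale. The median of an array lay between 6.27 and 6.39, and the lower quartile between 5.07 and 5.16. A log2 fold change from or to a level below that quartile is limited by background, so that its size is a lower bound and ranks by it are uncertain. Across probesets, arrays of 1 line correlated at 0.990 to 0.995 (Pearson), control with v-Src or STAT3-C arrays at 0.943 to 0.948, and v-Src with STAT3-C arrays at 0.971 to 0.977. The 64 control probesets were left out and the other 45037 probesets were tested, with no filter on level. Each transfected line was compared with the control cells, and the transfected lines with each other, by limma. A probeset was counted as higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 1.5. Log2 fold changes are given with their standard error from limma, over 3 arrays a line. The number of arrays limits the precision: an exact permutation test of 3 against 3 arrays cannot give a p below 0.1. For a gene with several probesets, the probeset with the highest mean over the 9 arrays stood for it, which gave 18193 genes. The 28 gene lists and the rule from which genes are named were fixed before the data were examined, although the values of Tables 1, 2, S1 and S2 had been read.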

Triplicate samples were collected, one each from three consecutive passages, and each RNA sample was hybridized to a single Affymetrix Mouse Genome 430 2.0 GeneChip. Significance Analysis of Microarrays (SAM) [37] was used to identify differentially expressed genes between parental Balb/c-3T3 cells and cells stably transfected with either v-Src or STAT3-C. We accepted all genes identified by SAM as differentially regulated by at least 1.5-fold [38].

### Overlap of the Two Microarray Data Sets

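In cells expressing v-Src, the gene with the lowest log2 fold change was Cdh11, which encodes cadherin-11, an adhesion molecule of mesenchymal cells. It fell by 7.54 on the log2 scale (standard error 0.10, adjusted p = 1.99e-07 from limma) against control cells, and by 7.60 (standard error 0.12, adjusted p = 5.74e-08) in cells expressing STAT3-C. Its log2 level of 4.33 and 4.27 in these lines is near background, so the falls are lower bounds and depend on the level in control cells. Mmp3 (stromelysin-1, a matrix protease) fell by 6.75 (standard error 0.32) in v-Src and by 6.80 (standard error 0.31) in STAT3-C cells. Vcan (versican, a matrix proteoglycan) fell by 6.14 and 6.34 and Dpt (dermatopontin, a matrix protein) by 6.00 and 6.08 in the same order, each with a standard error under 0.3. The gene with the highest log2 fold change with v-Src was Bst1, which encodes a cell surface enzyme that makes cyclic ADP-ribose, with 7.11 (standard error 0.19, adjusted p = 1.91e-06); it was 5.68 (standard error 0.21) with STAT3-C. Its log2 level of 4.22 in control cells is near background, so these rises are lower bounds too. Lbp, which encodes a serum protein that binds lipopolysaccharide, rose by 5.84 (standard error 0.24) and 4.89 (standard error 0.35). Slpi, a secreted inhibitor of leukocyte proteases, rose by 5.22 (standard error 0.20) and 4.44 (standard error 0.21). With v-Src, 3939 probesets were higher and 3647 lower than in control cells, and with STAT3-C 4358 were higher and 3865 lower. The counts follow the fold threshold: with a fold of at least 2, 1841 were higher and 1669 lower with v-Src, and 1955 higher and 1758 lower with STAT3-C. Which direction prevails depends on the scaling of the arrays: after quantile normalization 3780 were higher and 3815 lower with v-Src and 4014 and 4102 with STAT3-C, and with median centring 3354 and 4249, and 3884 and 4282. With v-Src it also turns when 1 probeset stands for each gene: 1736 genes were higher and 1889 lower. With STAT3-C these counts were 2164 and 1866.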

Microarray analysis and subsequent SAM generated two lists of differentially expressed genes: one list identified genes differentially expressed between control Balb/c-3T3 cells and cells transfected with v-Src, and the second list contained genes differentially expressed between control Balb/c-3T3 cells and cells transfected with STAT3-C. Genes common to both lists are most likely to be directly regulated by STAT3. These genes were identified by cross-referencing the data in the two lists using the Microsoft Excel VLOOKUP function.

While v-Src transformed cells have constitutively active STAT3, Src also stimulates other STAT3-independent pathways [39]–[42]. In contrast, target genes activated by STAT3-C are limited to direct binding of the activated protein to STAT3 consensus sites in DNA. Therefore, using cells stably transfected with either v-Src or STAT3-C allowed us to control for clonal variations, as well as divergence in signaling pathways depending on the mechanism of STAT3 activation. 

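The cells expressing v-Src and those expressing STAT3-C also differed from each other. Il33, a cytokine of the interleukin-1 family, was higher in v-Src than in STAT3-C cells by 6.28 on the log2 scale (standard error 0.54, adjusted p = 0.000651 from limma). Serpina3n, a secreted serine protease inhibitor, was higher by 4.38 (standard error 0.55). Lower in v-Src than in STAT3-C cells were Cxcl5, a chemokine that attracts neutrophils, with a log2 fold change of -5.73 (standard error 0.51), and Scara5, a ferritin receptor, with -5.21 (standard error 0.16). Slurp1, a secreted protein of the Ly6 family, had -4.62 (standard error 0.15) and Serpinb1a, an inhibitor of neutrophil proteases, -3.93 (standard error 0.15). Ogn, a small proteoglycan of the matrix, fell by 1.85 (standard error 0.22) with v-Src against control cells and rose by 1.99 (standard error 0.22) with STAT3-C. Mycn, a transcription factor of the MYC family, fell by 2.22 (standard error 0.08) with v-Src and by 6.39 (standard error 0.18) with STAT3-C against control cells at probeset 1425923_at, a direct difference of 4.17 (standard error 0.19, adjusted p = 8.81e-05). This probeset lay at 14.14 in control cells, near the highest values of the control arrays (14.32 to 14.44), where the signal saturates, so the falls against control are lower bounds. At 1425922_a_at it had -0.89 and -0.63, a direct difference of -0.26 (adjusted p = 0.233) that is in the other direction and not past the test, and 1417155_at passed in neither line, so the difference between the lines rests on 1 probeset. In this direct comparison, which does not use the control arrays, 2246 probesets were higher and 2399 lower in v-Src cells. With a fold of at least 2 these counts were 725 and 771, and at an adjusted p under 0.01 the first was 1466. For probesets, the scaling decides which is larger: they were 2337 and 2224 after quantile normalization and 2068 and 2550 with median centring. With 1 probeset for each gene, 881 genes were higher and 1242 lower in v-Src cells.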

The use of multiple microarray replicates in our approach further increases confidence in the results. This allowed us to identify a set of common genes as targets of STAT3. 

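Both transfected lines changed largely in the same direction. Of the probesets tested, 2328 were higher and 2417 lower in both lines against control cells, 28 were higher with v-Src and lower with STAT3-C, and 42 were lower with v-Src and higher with STAT3-C. Independent lists of these sizes would share 381.2 higher and 313 lower probesets. Across all probesets, the log2 fold changes of both lines correlated at 0.782 (Pearson) and 73.0% had the same sign; probesets are not independent replicates. The lists share the 3 control arrays, which alone raises both figures. In 50 simulations of unchanged lines with shared controls, the median correlation was 0.501 and the share with the same sign 66.8%. No probeset passed in both simulated lines by limma. As these lines held no true change, that count cannot show how many shared calls the controls add in the real lines. The covariance of the log2 fold changes was 0.315, and at most 0.00916 in these simulations. Of the 4745 probesets that changed alike, 795 also differed between the transfected lines in the direct test. With a fold of at least 2, 995 probesets were higher and 1119 lower in both lines. The paper reasons that v-Src stimulates other, STAT3-independent pathways while STAT3-C acts by binding STAT3 consensus sites, and that genes common to both lists are those most likely to be directly regulated; from the cross-referenced lists it concludes that the common genes are targets of STAT3.

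**Figure D1:**
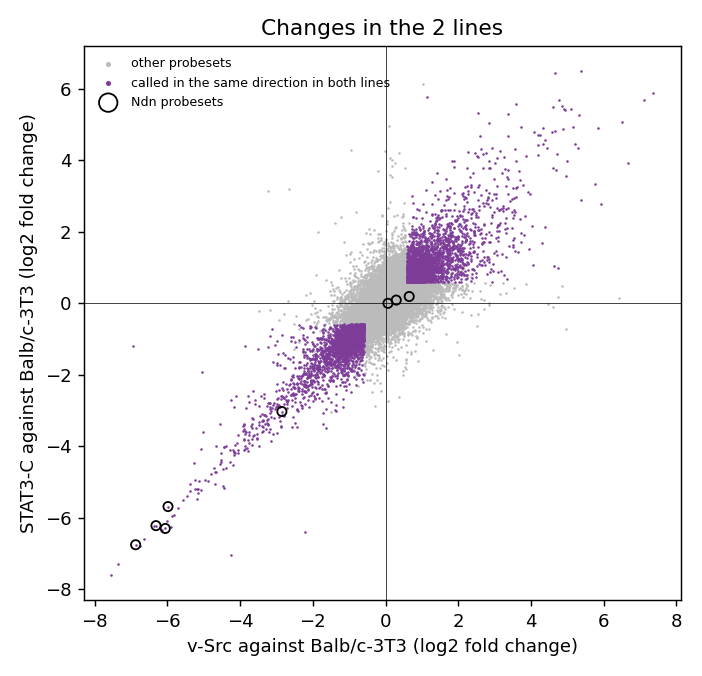
Log2 fold change of each probeset against control Balb/c-3T3 cells with v-Src (horizontal axis) and with STAT3-C (vertical axis). Each point is 1 of 45037 probesets, in purple where it was higher in both lines (2328) or lower in both lines (2417), and the Ndn probesets are circled.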

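Ccnd1, which encodes cyclin D1, rose by 1.03 on the log2 scale with v-Src (standard error 0.13, adjusted p = 0.0013 from limma) and by 1.20 with STAT3-C (standard error 0.14, adjusted p = 0.000456). Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 1.14 (standard error 0.10) and 1.33 (standard error 0.09), and Mcl1, a survival factor of the Bcl-2 family, by 1.21 (standard error 0.11) and 0.89 (standard error 0.11) at 1448503_at. Another Mcl1 probeset, 1416880_at, had 0.39 with STAT3-C and did not pass there, and it and 1416881_at were higher in v-Src than in STAT3-C cells (0.76 and 1.05). For Vegfa, the endothelial growth factor, probeset 1420909_at rose by 1.27 with v-Src (standard error 0.14) and had a log2 fold change of 0.45 with STAT3-C (standard error 0.14, adjusted p = 0.0454), which is under the fold threshold; without STAT3-C replicate 3 it was 0.60 and passed. Its other probeset, 1451959_a_at, rose by 1.49 and 0.72. In the direct comparison of the lines 1420909_at differed by 0.82 (adjusted p = 0.016), which did not pass without v-Src replicate 1 (0.82) or 6 (0.68) or STAT3-C replicate 1 (0.88). There 1451959_a_at differed by 0.77 (adjusted p = 0.0077). Socs3, a feedback inhibitor of JAK kinases that STAT3 induces, rose by 3.63 with v-Src (standard error 0.19) and by 1.43 with STAT3-C (standard error 0.25). Of 27 known STAT3 targets, 16 were higher and 2 (Mmp2 and Saa3) lower with v-Src, and 11 higher and the same 2 lower with STAT3-C, with the same counts when adjusted over the list alone. The list as a whole was higher (limma's camera with a preset correlation, adjusted p = 3.45e-05 with v-Src and 0.0139 with STAT3-C). These calls were lost when the correlation between genes was estimated: adjusted p = 0.424 and 0.53 with an estimated correlation. By limma's fry, which tests the list's own genes without comparing them with other genes, the list was higher (adjusted p = 0.000401 and 0.00661). Bcl2l1, which encodes the survival factor Bcl-xL, rose by 0.81 (standard error 0.16) with v-Src and had 0.04 with STAT3-C (standard error 0.15); the direct difference was 0.77 (adjusted p = 0.0247) and did not pass without v-Src replicate 1 (0.64) or 6 (0.74) or STAT3-C replicate 1 (0.82) or 3 (0.62). These values are for probeset 1420888_at. Of its other probesets, 1426191_a_at rose by 1.43 and 1.03, 1420887_a_at rose by 1.08 with v-Src and had 0.43 with STAT3-C, under the fold threshold (direct difference 0.65, adjusted p = 0.00211), and 1426050_at passed in neither. Birc5 (survivin) rose by 0.93 with STAT3-C (standard error 0.22), which did not pass without STAT3-C replicate 1 (0.94) or 3 (0.80). With v-Src it had 0.11, and the direct difference of -0.82 (adjusted p = 0.0951) passed only without v-Src replicate 5 (-1.18). Bcl2 had 0.10 and 0.25 in the same order, not past the test.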

The data were further validated by the identification of several previously characterized STAT3-regulated genes, including CCND1, p21 [22], VEGFA [17], and Mcl-1 [43]. The most significantly over-expressed (induced) and under-expressed (repressed) genes are listed in Table 1 and Table 2, respectively. 

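The genes that head the changes common to both lines were ranked here by the mean of the moderated t values of limma. Crip2, a LIM domain protein, came first among those higher in both lines, with a log2 fold change of 4.32 with v-Src (standard error 0.08, adjusted p = 6.12e-07 from limma) and 4.46 with STAT3-C (standard error 0.08). It was followed by Vldlr, a receptor for very low density lipoprotein, Mgst2, a microsomal glutathione transferase, and Aqp5, a water channel, which rose by 4.68 (standard error 0.16) with v-Src and 6.43 (standard error 0.11) with STAT3-C. Grb10, an adapter that binds receptor tyrosine kinases, rose by 4.58 and 4.79, Bcar3, an adapter of Src family signaling, by 3.57 and 4.31, and Pmaip1, the pro-apoptotic protein Noxa, by 4.77 and 5.67, each with a standard error under 0.2. Behind Cdh11, the genes lower in both lines were headed by Rpl39l, a ribosomal protein, which fell by 5.15 (standard error 0.07) with v-Src and 5.31 (standard error 0.09) with STAT3-C, and by Ndn, which encodes Necdin. Probeset 1435382_at stood for Ndn here, while Ndn probeset 1415923_at held rank 1 among all probesets lower in both lines. Thbs2 (thrombospondin-2, a matrix glycoprotein) fell by 5.82 and 5.91 at probeset 1422571_at. Cdyl and Ebf1, which Table 2 names, were not among the 10 lowest genes by this ranking. Cdyl, a chromodomain protein, fell by 4.05 and 4.09, and Ebf1, a transcription factor of B cell and adipocyte development, by 3.64 and 3.72. In the transfected lines Rpl39l lay at log2 levels of 4.34 and 4.18, Cdyl at 3.34 and 3.30 and Ebf1 at 4.10 and 4.02, and Pmaip1 lay at 3.98 in control cells, all near background, so that these changes are lower bounds. The array holds no gene symbol in the annotation used here for probeset 1460208_at, which Table 2 names; it fell by 5.70 with v-Src and 5.73 with STAT3-C.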

A more extensive list, including the top 50 significantly over-expressed and under-expressed genes are included in the Tables S1 and S2.

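Of the 50 probesets of Table S1, 48 were higher in both lines by limma, and all 50 probesets of Table S2 were lower in both. The study chose these probesets on the same arrays, so these counts are not independent evidence. The remaining probesets were 1416645_a_at of Afp, the fetal serum protein alpha-fetoprotein, and 1454114_a_at of Slc9b1, a sodium/hydrogen exchanger. Afp rose 70.5-fold with STAT3-C (adjusted p = 1.5e-07) and had a log2 fold change of 1.04 with v-Src (adjusted p = 0.0887). Slc9b1 rose 16.0-fold with STAT3-C (adjusted p = 1.98e-06) and had 0.18 with v-Src (adjusted p = 0.157). The direct difference between the lines was -5.10 for Afp (adjusted p = 0.000448) and -3.83 for Slc9b1 (adjusted p = 5.56e-05).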

**Table 1:** Most Significant Probesets Over-Expressed Common to v-Src and STAT3-C.

				v-Src Data		STAT3-C Data		
Accession	Affy Probeset	Gene Name	Gene Description	Score(d)	Fold Change	Score(d)	Fold Change	Av. Score
NM_024223	1417311_at	Crip2	cysteine rich protein 2	51.343	17.4918	72.639	26.6976	61.991
NM_021451	1418203_at	Pmaip1	phorbol-12-myristate-13-acetate-induced protein 1	39.681	31.3643	34.058	47.1463	36.869
NM_009701	1418818_at	Aqp5	aquaporin 5	21.732	22.2635	45.193	94.0883	33.463
AF352788	1451527_at	Pcolce2	procollagen C-endopeptidase enhancer 2	36.947	19.9492	27.024	31.4550	31.986
AV066880	1452592_at	Mgst2	microsomal glutathione S-transferase 2	29.291	15.1149	34.651	37.3030	31.971
BF235516	1420842_at	Ptprf	protein tyrosine phosphatase, receptor type, F	16.848	20.1766	44.849	20.1217	30.848
NM_013867	1415936_at	Bcar3	breast cancer anti-estrogen resistance 3	26.309	11.7696	33.804	22.3994	30.056
BI251808	1416613_at	Cyp1b1	cytochrome P450, family 1, subfamily b, polypeptide 1	21.870	47.4091	36.953	84.8654	29.412
NM_053132	1449527_at	Pcdhb7	protocadherin beta 7	25.742	18.8861	29.613	16.6966	27.677
AF022072	1425458_a_at	Grb10	growth factor receptor bound protein 10	29.734	22.6049	23.021	30.5514	26.378
BB041811	1455900_x_at	Tgm2	transglutaminase 2, C polypeptide	33.990	5.1505	16.141	19.8117	25.065
NM_011577	1420653_at	Tgfb1	transforming growth factor, beta 1	38.605	4.2769	11.154	2.2493	24.879

The top genes ranked by Average Score identified by SAM as being upregulated in common by v-Src and STAT3-C.

**Table 2:** Most Significant Probesets Under-Expressed Common to v-Src and STAT3-C.

				v-Src Data		STAT3-C Data		
Accession	Affy Probeset	Gene Name	Gene Description	Score(d)	Fold Change	Score(d)	Fold Change	Av. Score
AF081260	1418070_at	Cdyl	chromodomain protein, Y chromosome-like	−72.232	0.0548	−47.865	0.0832	−60.049
NM_010882	1415923_at	Ndn	necdin	−58.571	0.0081	−54.087	0.0102	−56.329
AW743020	1435382_at	Ndn	necdin	−30.525	0.0135	−73.974	0.0122	−52.249
NM_009866	1450757_at	Cdh11	cadherin 11	−32.836	0.0055	−52.719	0.0048	−42.778
BB074430	1437853_x_at	Ndn	necdin	−16.328	0.1440	−67.114	0.1065	−41.721
AV228782	1434261_at	Sipa1l2	signal-induced proliferation-associated 1 like 2	−43.072	0.0715	−38.883	0.1002	−40.978
BB259670	1437284_at	Fzd1	frizzled homolog 1 (Drosophila)	−16.598	0.0997	−61.622	0.0879	−39.110
AW743020	1435383_x_at	Ndn	necdin	−40.515	0.0120	−29.383	0.0141	−34.949
BB125261	1448293_at	Ebf1	early B-cell factor 1	−46.495	0.0688	−19.975	0.0796	−33.235
NM_007993	1460208_at	Fbn1	fibrillin 1	−38.299	0.0180	−26.476	0.0200	−32.388
AV124445	1455792_x_at	Ndn	necdin	−30.296	0.0151	−32.708	0.0189	−31.502
NM_011581	1422571_at	Thbs2	thrombospondin 2	−33.293	0.0148	−26.721	0.0124	−30.007

The top genes ranked by Average Score identified by SAM as being downregulated in common by v-Src and STAT3-C.

To date, the majority of studies have examined putative STAT3 target genes which are up-regulated or over expressed when STAT3 is active. STAT3 has been shown to activate transcription of many genes involved in oncogenesis [8], cell survival [16], tumor progression [23] and metastasis [18]. 

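Among the probesets that changed 10-fold or more in both lines, 100 were lower and 47 higher. Of 34 genes of fibroblasts and their extracellular matrix, 20 were lower with v-Src and 22 with STAT3-C, while Fn1, Mgp and Pcolce were higher with v-Src and the last 2 of these with STAT3-C; the counts were the same when adjusted over the list alone. Postn (periostin) fell by 5.90 on the log2 scale with v-Src (standard error 0.15, adjusted p = 1.71e-06 from limma) and by 6.25 with STAT3-C (standard error 0.15). Tnc (tenascin-C) fell by 5.58 and 5.50 and Thy1, a surface glycoprotein of fibroblasts, had -5.17 and -5.18, with standard errors of at most 0.27. Mgp (matrix Gla protein, an inhibitor of calcification) rose by 6.67 and 3.91. The list as a whole was lower by limma's camera with a preset correlation (adjusted p = 6.06e-08 with v-Src and 2.38e-11 with STAT3-C). With v-Src it did not pass with the correlation estimated from the data (adjusted p = 0.424 with an estimated correlation), nor with STAT3-C (adjusted p = 0.128 with an estimated correlation). By fry it was lower in both lines (adjusted p = 0.000401 and 8.24e-05). The list holds genes of Tables 2 and S2, which the study chose on these arrays, and so is not independent evidence of its direction. Of the nitric oxide synthases, none was lower in both lines. The log2 fold changes with v-Src and STAT3-C were 0.08 and 0.33 for Nos1 and -0.06 and 0.27 for Nos2. For Nos3 they were 0.18 and 0.80, and of all these only the last passed (adjusted p = 0.000344 from limma). In control cells Nos2 and Nos3 lay at log2 levels of 6.08 and 6.53, too near the array medians to decide on repression. Nos1 lay at 7.72 at this probeset, 1429887_at, and at 4.94 to 6.10 at its others. A further Nos1 probeset, 1438483_at, rose by 0.63 with STAT3-C (adjusted p = 0.0133) and had 0.33 with v-Src (direct difference -0.30, adjusted p = 0.131). Probeset 1422949_at of Nos1 had 0.51 with STAT3-C, under the fold threshold, and -0.09 with v-Src, and differed between the lines (-0.61, adjusted p = 0.00298), and 1458626_at had -0.52 and -0.43, neither past the test. The direct difference in Nos3 was -0.62 (adjusted p = 0.00275) and did not pass without v-Src replicate 1 (-0.57) or STAT3-C replicate 3 (-0.58). Of all probesets that passed in both lines in the same direction, 50.9% were lower (2328 higher and 2417 lower), a share that depends on the scaling: 2205 were higher and 2547 lower after quantile normalization, and 1991 and 2759 with median centring.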

STAT3 has also previously been shown to repress the transcription of a handful of genes, including p53 [44] and nitric oxide synthase [45] However, our results demonstrate that STAT3 is capable of repressing expression of a much larger number of genes. This novel discovery has the potential to profoundly impact the biology of cells harboring constitutively active STAT3.

One such gene which appears to be repressed by STAT3 is the negative growth regulator Necdin. Five Affymetrix probesets corresponding to NDN are ranked in the list of the top 12 most significantly repressed probesets (Table 2), suggesting that Necdin is significantly repressed when STAT3 is constitutively active. This demonstrates that computational analysis of microarray data can be used to identify potential STAT3 target genes for further investigation.

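The array carries 8 probesets annotated to Ndn. Of these, 5 fell in both lines, by 6.87 on the log2 scale with v-Src at 1415923_at (standard error 0.08, adjusted p = 1.45e-07 from limma) and 6.75 with STAT3-C (standard error 0.10, adjusted p = 3.99e-08). Probeset 1435383_x_at fell by 6.32 and 6.22, 1435382_at by 6.06 with v-Src, 1455792_x_at by 5.98 with v-Src and 5.68 with STAT3-C, and 1437853_x_at by 2.85 and 3.03, with standard errors of at most 0.14. Among all probesets lower in both lines, ranked by the mean moderated t of limma, these 5 held ranks 1, 5, 6, 7 and 53, and by the mean score of SAM ranks 1, 6, 8, 9 and 59. The other Ndn probesets, 1438939_x_at, 1438978_x_at and 1456575_at, lay at log2 levels of 4.58, 4.12 and 4.42 in control cells and were not lower in either line. With the filter to probesets whose mean over the 9 arrays is above the median, 2 of the 5 remained. That mean includes the low levels of both transfected lines.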

### Pathway Analysis Reveals Known and Novel Functions of STAT3

Microarrays assess simultaneous changes in transcript levels on an individual basis, resulting in a long list of genes which have significantly changed transcript levels when compared to control cells. However, these changes in gene expression do not occur as independent events within the cell, but are controlled in a coordinated manner and are often interconnected. Pathway Analysis is an unbiased method to determine whether differentially expressed genes, and the proteins they encode, are enriched in particular pathways, giving insight into the biological meaning of the changes observed.

We subjected the list of differentially expressed genes in common between v-Src and STAT3-C expressing cells to the MetaCore™ Analysis Suite (GeneGO) and compared them to known biological pathways in the MetaBase™ database. Using this analysis we were able to identify known STAT3 pathways, including the JAK/STAT pathway and Angiotensin/STAT pathway. This provides support for the use of such analyses to identify novel pathways that may also be regulated by STAT3.

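Of 34 measured genes of JAK/STAT and angiotensin signaling, 8 were higher and 5 lower with v-Src. With STAT3-C, 3 (Stat5a, Socs3 and Lif) were higher and 7 lower; the counts were the same when adjusted over the list alone. Agtr2, the type 2 receptor for angiotensin II, fell by 4.97 on the log2 scale with v-Src (standard error 0.43, adjusted p = 0.000246 from limma) and by 4.95 with STAT3-C (standard error 0.41, adjusted p = 8.52e-05). Pias2, a SUMO ligase of the family that inhibits STAT proteins, fell by 3.76 (standard error 0.18) and 3.60 (standard error 0.17), and Lifr, the receptor for leukemia inhibitory factor, by 4.26 (standard error 0.16) and 2.70 (standard error 0.17). Stat2, a mediator of the interferon response, fell by 1.88 (standard error 0.20) and 2.53 (standard error 0.21). Stat3 itself rose by 1.53 with v-Src (standard error 0.16) and had 0.24 with STAT3-C (adjusted p = 0.291; direct difference 1.29, adjusted p = 0.00158) at probeset 1426587_a_at, and rose by 1.305 and 0.725 at 1460700_at (direct difference 0.58, adjusted p = 0.0712, not past the test). Whether either probeset detects the transcript of the STAT3-C transgene was not tested, so these values do not show how much Stat3 RNA the STAT3-C cells hold. Src had -0.11 and -0.12 at 1450918_s_at, neither past the test, and -0.25 and -0.51 at 1423240_at (adjusted p = 0.162 and 0.0125), under the fold threshold. Whether these mouse probesets detect the v-Src transgene was not tested either. The list as a whole did not differ from other genes with either line by limma's camera (adjusted p = 0.512 and 0.493), and it was higher in v-Src than in STAT3-C cells (adjusted p = 0.00631; adjusted p = 0.554 with an estimated correlation).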

Cell adhesion and cytoskeletal remodeling were among the most significantly enriched pathways identified from the differentially expressed genes (Table 3). 

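Of 38 measured genes of the actin cytoskeleton, 11 fell with v-Src and 11 with STAT3-C, while Mylk and Diaph1 rose with v-Src and 4 (Mylk, Myl9, Cfl2 and Rdx) with STAT3-C. Adjusted over the list alone, the counts were the same. Acta2, the smooth muscle actin of contractile fibroblasts, fell by 5.08 on the log2 scale with v-Src (standard error 0.15, adjusted p = 2.37e-06 from limma) and by 5.21 with STAT3-C (standard error 0.14, adjusted p = 2.77e-07). Tagln (transgelin), an actin binding protein, fell by 2.04 (standard error 0.35) and 1.67 (standard error 0.34), and Cnn1 (calponin 1), another, by 1.72 (standard error 0.33) and 1.52 (standard error 0.31). Mylk, the myosin light chain kinase, rose by 2.05 (standard error 0.23) and 2.20 (standard error 0.24). By limma's camera the list was lower with both lines (adjusted p = 0.0184 and 0.0397), but not with the correlation between genes estimated (adjusted p = 0.743 and 0.736 with an estimated correlation). The call also ended with v-Src without v-Src replicate 5 (adjusted p = 0.076) or control replicate 3 (0.0729), and with STAT3-C without control replicate 3 (0.115) or STAT3-C replicate 3 (0.0941). It ended as well with probesets above the median level (0.0805 with v-Src and 0.101 with STAT3-C), with the mean of all probesets of a gene for v-Src (0.114) and with median centring for STAT3-C (0.0587).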

The role of STAT3 in cytoskeletal remodeling has previously been reported [46]. 

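Of 20 measured genes of hypoxia and glycolysis, 14 rose with v-Src and 11 with STAT3-C, the same numbers when adjusted over the list alone; Adm was the only member that fell. Car9, a carbonic anhydrase that hypoxia induces, rose by 5.92 on the log2 scale with v-Src (standard error 0.35, adjusted p = 4.71e-05 from limma) and by 2.78 with STAT3-C (standard error 0.45, adjusted p = 0.00242). Egln3, a prolyl hydroxylase that acts on hypoxia-inducible factor, rose by 3.54 (standard error 0.19) and 2.47 (standard error 0.24). Adm, which encodes the peptide adrenomedullin, fell by 5.24 and 5.19 (standard error 0.11 each). The list holds Adm and Vegfa, which the study names from these arrays. By limma's camera it was higher with both lines (adjusted p = 1.98e-06 and 0.0112; adjusted p = 0.522 and 0.808 with an estimated correlation). Of 18 genes of ERK feedback and output, a branch of MAPK signaling, 11 rose and 2 (Spry1 and Spry2) fell with v-Src, and the list as a whole was higher (camera, adjusted p = 0.000402; adjusted p = 0.51 with an estimated correlation). With STAT3-C, 5 rose (Dusp4, Fosl1, Phlda1, Plaur and Hbegf) and 5 fell (Dusp6, Etv5, Spry1, Spry2 and Spred2), and the list did not differ from other genes (adjusted p = 0.921). In the direct comparison the ERK list was higher in v-Src cells (adjusted p = 3.13e-07; adjusted p = 0.441 with an estimated correlation). These counts were the same when adjusted over the list alone. Dusp4, a phosphatase that inactivates ERK, rose by 2.86 (standard error 0.11) and 0.88 (standard error 0.17). Fosl1, an AP-1 subunit, rose by 1.82 (standard error 0.10) and 1.24 (standard error 0.12). Etv5, a transcription factor that ERK signaling induces, fell by 2.87 (standard error 0.18) with STAT3-C and had -0.30 with v-Src (adjusted p = 0.181; direct difference 2.57, adjusted p = 0.000119). Of 28 genes of proteolysis, which cells use to migrate through matrix, 13 rose and 6 fell with v-Src and 7 rose and 6 fell with STAT3-C, the same when adjusted over the list alone. Mmp13, a collagenase, fell by 3.87 (standard error 0.34) and 4.07 (standard error 0.32), and Timp3, an inhibitor of such proteases, rose by 0.72 (standard error 0.12) and 3.01 (standard error 0.22). This list passed camera in neither line (adjusted p = 0.146 and 0.857), but did with v-Src without v-Src replicate 5 (0.0411).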

Functional analysis of the genes we identified in cytoskeletal remodeling processes, indicates that STAT3 regulates genes involved in protein phosphorylation, signaling (MAPKK and Ras pathways), as well as response to hypoxia and cell migration.

**Table 3:** Enriched Pathways in Genes Differentially Expressed by v-Src and STAT3-C.

Cell process	Count	%	p-Value
Cell adhesion - Integrin-mediated cell adhesion and migration	19	42.22	5.56E-05
Cytoskeleton remodeling	32	33.33	6.09E-05
Development - Angiotensin signaling via STATs	13	52.00	6.25E-05
Cell adhesion, cytokine and chemokine mediated signaling pathway	31	33.33	7.93E-05
Transcription - Ligand-dependent Transcription of Retinoid Target Genes	15	46.88	8.03E-05
Proteolysis	12	50.00	1.97E-04
Cytoskeletal remodeling and cell adhesion - Integrin outside in signaling	18	39.13	2.79E-04
Development - WNT signaling, degradation of beta-catenin	10	50.00	6.83E-04
G-protein signaling - RhoA regulation pathway	14	41.18	7.26E-04
Immune response - IFN alpha/beta signaling pathway	11	45.83	9.32E-04

Over-represented pathways identified using the MetaCore Analysis Suite (GeneGO Inc.).

We also examined the genes regulated by STAT3 in cell adhesion and demonstrated that proteins involved in cell-matrix adhesion and cell-cell adhesion, particularly focal adhesion formation, were particularly enriched when STAT3 is constitutively active, as well as several genes in the integrin cell adhesion pathway. 

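Of 33 measured genes of integrin adhesion, 6 rose and 4 (Itgb1, Zyx, Ilk and Cav1) fell with v-Src, and 6 rose and 4 (Itga8, Itgb1, Zyx and Cav1) fell with STAT3-C, the same numbers when adjusted over the list alone. Itga6, an integrin subunit that binds laminin, rose by 3.43 on the log2 scale with v-Src (standard error 0.16, adjusted p = 1.62e-05 from limma) and by 2.87 with STAT3-C (standard error 0.15, adjusted p = 1.01e-05). Itgb8, a subunit of the receptor that activates latent TGF-beta, rose by 3.01 (standard error 0.16) and 3.91 (standard error 0.28), and Itga3, another subunit of laminin receptors, by 1.95 (standard error 0.16) and 1.61 (standard error 0.16). Itgb4, the partner of Itga6 in hemidesmosomes, rose by 2.80 with STAT3-C (standard error 0.10) and had 0.51 with v-Src (standard error 0.08), under the fold threshold; the direct difference was -2.28 (adjusted p = 2.98e-05). The list as a whole did not pass limma's camera (adjusted p = 0.537 and 0.579).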

As such, we show that computational analysis of microarray data can identify both known and novel pathways regulated by STAT3.

### Functions of Induced Genes

To determine the functional classification of the differentially expressed genes identified by SAM, we performed Functional Annotation using the tool in the DAVID Bioinformatics Database (http://david.abcc.ncifcrf.gov/) [47], [48]. A wide range of target genes were altered by STAT3 activation, including genes involved in multiple pathways regulating biological and cellular processes, protein localization and transport, as well as organ and system development (Table 4). 

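Of 19 measured genes of lipid metabolism, 6 rose and none fell with v-Src, and 4 (Vldlr, Sqle, Apol6 and Abca1) rose and 3 (Srebf1, Elovl6 and Lpl) fell with STAT3-C, the same when adjusted over the list alone. Vldlr, the lipoprotein receptor, rose by 5.09 on the log2 scale with v-Src (standard error 0.12, adjusted p = 1.23e-06 from limma) and by 5.43 with STAT3-C (standard error 0.10, adjusted p = 8.75e-08) at 1434465_x_at, with no direct difference past the test (-0.33, adjusted p = 0.111), while 1438258_at rose by 2.62 and 1.06 and differed (1.56, adjusted p = 0.00164), and 1451156_s_at had 0.55 with STAT3-C, under the fold threshold. Apol6, an apolipoprotein L, rose by 0.69 (standard error 0.12) and 0.83 (standard error 0.13), the first of which was 0.56 and did not pass without control replicate 3. Abca1, a cholesterol exporter, rose by 2.38 (standard error 0.24) and 1.73 (standard error 0.26). The list holds Vldlr, which the study chose on these arrays, and passed limma's camera in neither line (adjusted p = 0.06 and 0.921). With v-Src it was higher after quantile normalization (0.0326) or median centring (0.0383), and without v-Src replicate 1 (0.0186) or 5 (0.0289) or control replicate 3 (0.0153). Of 17 genes of nucleotide metabolism, 4 (Upp1, Ak5, Cda and Nt5e) rose with v-Src and 3 (Tk1, Atic and Pnp) fell. With STAT3-C, 4 (Upp1, Ak5, Cda and Dck) rose and 3 (Cad, Atic and Tyms) fell; adjusted over the list alone, the numbers were the same. Upp1, a uridine phosphorylase, rose by 3.29 (standard error 0.29) and 2.09 (standard error 0.25), and Cda, a cytidine deaminase, by 4.40 (standard error 0.19) and 4.56 (standard error 0.13). Ak5, an adenylate kinase, rose by 0.87 (standard error 0.18) and 0.66 (standard error 0.19); the second did not pass without control replicate 2 (0.69) or 3 (0.46) or STAT3-C replicate 1 (0.69), 2 (0.58) or 3 (0.73). Its other probeset, 1457032_at, rose by 1.13 (adjusted p = 0.00144) and 1.03 (adjusted p = 0.000852). Mtap, an enzyme of methionine salvage, had 0.13 and -0.22 at probeset 1424425_a_at, not past the test, and rose by 0.77 and 1.28 at 1451345_at; 1451346_at passed with STAT3-C alone (0.88) and 1424426_at in neither line. This list, which holds genes that the study names from these arrays, passed camera in neither line (adjusted p = 0.721 and 1).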

Genes within these categories (Table S3. ‘Affymetrix Probeset IDs’ column expands to list all probeset IDs) include many involved in cell growth and maintenance, such as lipid, nucleotide and protein synthesis, metabolism and/or localization (including VLDLR, APOL6, AK5, MTAP, UPP1, POP5, NUPL1, SEC61B, VDP) as well as signal transduction, all of which are required to promote cell growth and proliferation.

**Table 4:** Functional Enrichment (based on GO Biological Process) in Genes Differentially Expressed in Common by v-Src and STAT3-C using DAVID.

GO Category Level	GO Term	GO Category	Count	p Value
GOTERM_BP_3	GO:0050794	Regulation of cellular process	535	1.64E-14
GOTERM_BP_3	GO:0043283	Biopolymer metabolic process	627	5.89E-12
GOTERM_BP_3	GO:0048519	Negative regulation of biological process	170	3.05E-09
GOTERM_BP_3	GO:0008104	Protein localization	140	5.76E-09
GOTERM_BP_3	GO:0045184	Establishment of protein localization	131	9.26E-09
GOTERM_BP_3	GO:0048523	Negative regulation of cellular process	158	1.96E-08
GOTERM_BP_3	GO:0009653	Anatomical structure morphogenesis	187	2.40E-08
GOTERM_BP_3	GO:0015031	Protein transport	123	3.79E-08
GOTERM_BP_3	GO:0048513	Organ development	213	7.26E-08
GOTERM_BP_3	GO:0048731	System development	248	7.76E-07

The top 10 functionally enriched categories identified by DAVID ranked by p-Value.

STAT3 has a well characterized role in regulating gene transcription, however, we also show through Functional Analysis, that STAT3 controls the expression of genes involved in cellular processes required to transport the proteins and regulate their subcellular localization. This supports our hypothesis that STAT3 coordinates multiple pathways within the cell and reveals that STAT3 has wide-ranging effects, controlling multiple cellular pathways involved in fundamental biological processes. 

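Of 38 measured genes of protein transport, 5 (Sec61b, Sec22b, Cope, Ssr2 and Uso1) rose and 1 (Rab7) fell with v-Src, and 9 rose and 5 (Sec24b, Sec31a, Copa, Rab7 and Lman1) fell with STAT3-C; the counts were the same when adjusted over the list alone. Uso1, a vesicle tethering protein, rose by 1.50 on the log2 scale with v-Src (standard error 0.17, adjusted p = 0.000692 from limma) and by 0.93 with STAT3-C (standard error 0.13, adjusted p = 0.00136). Sec22b, a membrane fusion protein between endoplasmic reticulum and Golgi, rose by 1.25 (standard error 0.12) and 1.01 (standard error 0.14), and Ssr2, a subunit of the translocon complex, by 0.94 (standard error 0.14) and 1.13 (standard error 0.14). Rab7, a GTPase of late endosomes, fell by 0.77 (standard error 0.08) and 1.07 (standard error 0.10). Sec61b, a subunit of the translocation channel, rose by 0.62 with v-Src (standard error 0.12) and had 0.58 with STAT3-C (adjusted p = 0.00519), a fold of 1.499 and under the threshold. The first did not pass without v-Src replicate 6 (0.57) or control replicate 1 (0.56) or 2 (0.57), and the second passed without control replicate 3 (0.69) or STAT3-C replicate 2 (0.60). Nupl1, a nuclear pore protein, had -0.55 with v-Src, under the fold threshold, and rose by 0.63 with STAT3-C at 1437843_s_at, a call that ended without control replicate 2 (0.58), while the first passed without it (-0.60); the direct difference was -1.19 (adjusted p = 0.000296). Its probeset 1429878_a_at moved the same way in both lines, with 0.55 (adjusted p = 0.0189), under the fold threshold, and 0.74 (adjusted p = 0.00168; direct difference -0.19, adjusted p = 0.264), as did 1424389_at with 0.26 and 0.43, neither past the thresholds. Pop5, a subunit of ribonuclease P, rose by 0.69 (standard error 0.10) and 1.14 (standard error 0.09). The list as a whole did not differ from other genes by limma's camera (adjusted p = 0.964 and 0.493).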

Our results suggest that STAT3 orchestrates transcription, translation, transport and localization leading to wide reaching effects on cell growth, proliferation and survival.

In contrast to previous studies of STAT3 target genes, we demonstrated that STAT3 regulates a diverse array of genes in both a positive and negative manner. 

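Counting 1 probeset a gene, 1151 genes were higher and 1227 lower in both lines by limma. They make up 13.1% of all genes measured, and 7 of the 28 lists held more of them than other genes did (one-sided Fisher's exact test, adjusted over the lists). Of the hypoxia and glycolysis list, 11 members were higher and 1 lower in both lines, 60% of its genes (adjusted p = 1.03e-05), and of the known STAT3 targets 10 were higher and 2 lower, 44.4% (adjusted p = 0.000438). Of the fibroblast and extracellular matrix genes, 18 were lower and 2 higher in both lines (58.8%, adjusted p = 6.1e-09), and of the interferon response genes 19 were lower (79.2%, adjusted p = 9.39e-12). The proteolysis list held 7 higher and 5 lower (42.9%, adjusted p = 0.000541), the ERK list 5 higher and 2 lower (38.9%, adjusted p = 0.0257), and the imprinted genes outside the Prader-Willi domain 1 higher and 6 lower (35%, adjusted p = 0.0425). The last 2 calls depend on single arrays. The ERK list did not pass without v-Src replicate 5 (0.0823) or 6 (0.181), control replicate 1 (0.0632) or STAT3-C replicate 1 (0.0608), nor the imprinted genes without v-Src replicate 1 (0.0969) or 6 (0.145) or control replicate 1 (0.0936) or 2 (0.125). Conversely, the WNT list passed without control replicate 2 (0.0364) or 3 (0.0281) or STAT3-C replicate 2 (0.0316), and integrin adhesion without control replicate 2 (0.0336). Fisher's test takes genes as independent, and members of 1 pathway are not. The lists of STAT3 targets, hypoxia, fibroblast and imprinted genes also hold genes that the study names from these arrays.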

Most genes regulated by STAT3 that have been identified to date demonstrate increased expression in cells where STAT3 is activated. However, our results also show that STAT3 signaling causes repression of many genes, including Necdin, which could profoundly impact the biology of cells harboring constitutively active STAT3.

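Genes of the interferon response fell together in both lines. Of 24 measured members, 19 were lower with v-Src and none was higher, and 20 were lower with STAT3-C and 2, the receptor subunits Ifnar1 and Ifnar2, higher; adjusted over the list alone, 20 were lower with each. Ifit1, an interferon-induced protein that binds viral RNA, fell by 4.48 on the log2 scale with v-Src (standard error 0.47, adjusted p = 0.000516 from limma) and by 5.11 with STAT3-C (standard error 0.38, adjusted p = 4.9e-05). Irf7, a transcription factor of this response, fell by 4.27 (standard error 0.22) and 4.10 (standard error 0.25), Ifih1, a sensor of double-stranded RNA, by 4.16 and 4.26 (standard error 0.22 each), and Usp18, which removes ISG15 from proteins, by 4.20 (standard error 0.33) and 4.51 (standard error 0.30). The list was lower by limma's camera (adjusted p = 2.57e-11 and 1.41e-10), but not with the correlation estimated (adjusted p = 0.51 and 0.53 with an estimated correlation). By fry it was lower in both lines (adjusted p = 0.00325 and 0.00453). Of 39 genes of WNT signaling, 11 fell with v-Src and 9 with STAT3-C, while Fzd8 rose with both and Gsk3b with v-Src; the counts were the same when adjusted over the list alone. Sfrp2, a secreted antagonist of WNT, fell by 6.65 and 6.59 (standard error 0.13 each) and Fzd1, a WNT receptor, had -3.48 and -3.40 (standard error 0.12 each). The list holds genes of Tables 2 and S2 and is not independent evidence of its direction; camera gave an adjusted p of 0.0811 with v-Src (0.00802 with the mean of all probesets of a gene) and 0.0112 with STAT3-C (adjusted p = 0.432 with an estimated correlation for the second) and 0.624 between the lines. Ndn belongs to the MAGE family and to the imprinted Prader-Willi domain. The study chose Ndn on these arrays, so the tests of these lists are not independent evidence of their direction. Of 7 measured MAGE genes, 3 (Ndn, Maged1 and Magee1) fell with v-Src and 2 (Ndn and Magee1) with STAT3-C. Adjusted over the list alone, Maged2 was also higher with STAT3-C. By camera the list had adjusted p = 0.0565 and 0.493, and passed with v-Src with all 9 arrays in 1 fit (0.0431), with the mean of all probesets of a gene (0.0414) and without v-Src replicate 1 (0.0297) or 6 (0.0327). Of 6 genes of the Prader-Willi domain, Ndn and Peg12 fell in both lines and Ube3a, a ubiquitin ligase, rose with STAT3-C (0.83, but not without STAT3-C replicate 1, 0.79), the same when adjusted over the list alone, and Magel2, Mkrn3 and Snrpn passed in neither. The list was lower with v-Src (adjusted p = 0.0184; 0.152 with probesets above the median level; adjusted p = 0.424 with an estimated correlation) and not with STAT3-C (adjusted p = 0.493) or between the lines (adjusted p = 0.188). Of 20 measured genes imprinted elsewhere, 6 fell with v-Src and 7 with STAT3-C, and Grb10, which Table 1 holds, rose with both, the same when adjusted over the list alone; camera gave 0.0666 (0.0182 without control replicate 3) and 0.0112 (adjusted p = 0.432 with an estimated correlation for the second), and 0.624 between the lines. Peg3, a zinc finger protein expressed from the paternal allele, fell by 3.15 (standard error 0.27) and 3.00 (standard error 0.26), Dlk1, a transmembrane inhibitor of adipocyte differentiation, by 2.94 (standard error 0.20) and 3.17 (standard error 0.20), and Plagl1, a zinc finger protein that slows growth, by 3.05 (standard error 0.17) and 2.96 (standard error 0.16).

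**Figure D2:**
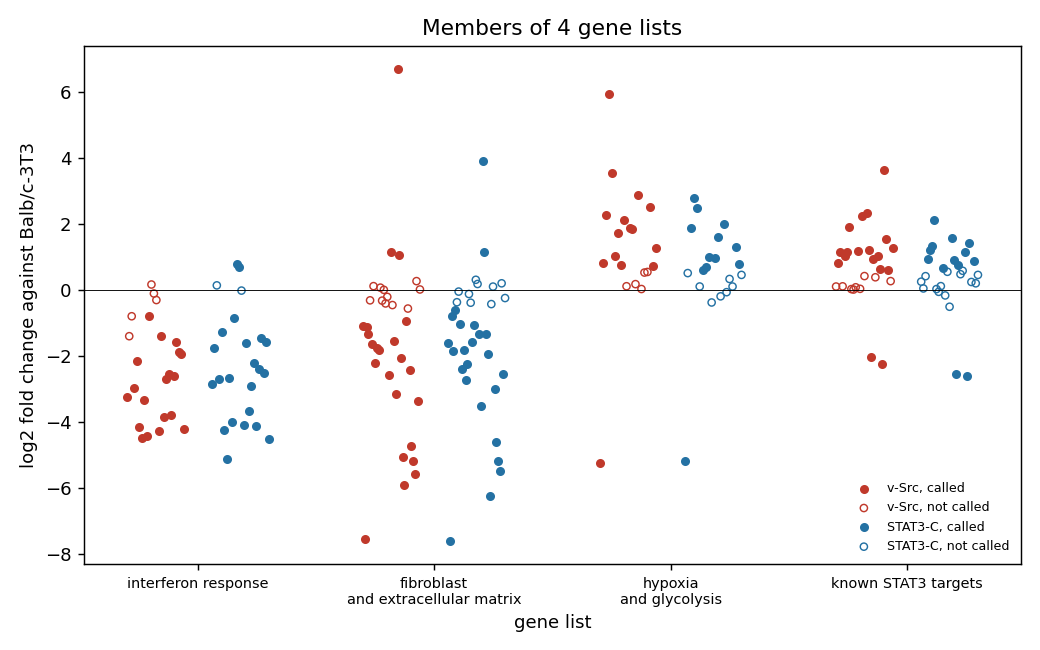
Log2 fold change against control Balb/c-3T3 cells of each measured member of 4 gene lists, with v-Src in red and STAT3-C in blue. Filled points passed the test and open points did not. In the interferon response list 19 of 24 members were lower in both lines.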

### Constitutively Activated STAT3 Blocks Necdin mRNA Expression

We then set out to verify the computational analysis and confirm whether Necdin is in fact a STAT3 target gene. NDN, the gene encoding Necdin, a negative growth regulator [31] and member of the MAGE family of melanoma-associated tumor antigens, was identified as one candidate STAT3-regulated gene. Five Affymetrix probesets corresponding to NDN are ranked in the list of the top 12 most significantly repressed probesets (Table 2). When compared with normal control cells, analysis of the microarray data demonstrated that NDN expression was consistently repressed in the cell lines expressing v-Src or STAT3-C, indicating that NDN is a candidate STAT3-regulated gene in both of these cell lines (Fig. 1A). 

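As a share of the mean of the control arrays (unlogged values), Ndn expression at probeset 1415923_at was 0.852% ± 0.0256 (SD, n = 3) with v-Src and 0.929% ± 0.0701 (SD, n = 3) with STAT3-C. At 1435382_at it was 1.50% ± 0.0578 (SD, n = 3) and 1.28% ± 0.176 (SD, n = 3). The other probesets that fell were at 1.25% and 1.35% (1435383_x_at), 1.58% and 1.97% (1455792_x_at) and 13.8% and 12.2% (1437853_x_at) of control in the same order. In control cells 1415923_at lay at a percentile of 96.6 among all probesets. This rank depends on the probeset as well, since the 8 Ndn probesets spanned percentiles of 8.51 to 97.9 in these cells. The transfected lines lay at percentiles of 6.63 and 8.31 at 1415923_at, so that what remains cannot be told from background. At each probeset that fell, every control array was above every array of the transfected lines. The exact permutation test gave p = 0.1, the smallest that 3 against 3 arrays allow. In the direct comparison of v-Src with STAT3-C cells these probesets had adjusted p from limma of 0.18 to 0.569, which does not show that the lines are alike in Ndn. At 1415923_at, 1435383_x_at and 1455792_x_at both lines lay below the lower quartile of the arrays, and at 1435382_at and 1437853_x_at, with log2 levels of 5.31 and 5.08 and of 5.39 and 5.22, they lay close to it. Probeset 1456575_at, which was near background in control cells, rose by 0.65 on the log2 scale with v-Src (adjusted p = 0.00851), but not without v-Src replicate 1 (0.57).

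**Figure D3:**
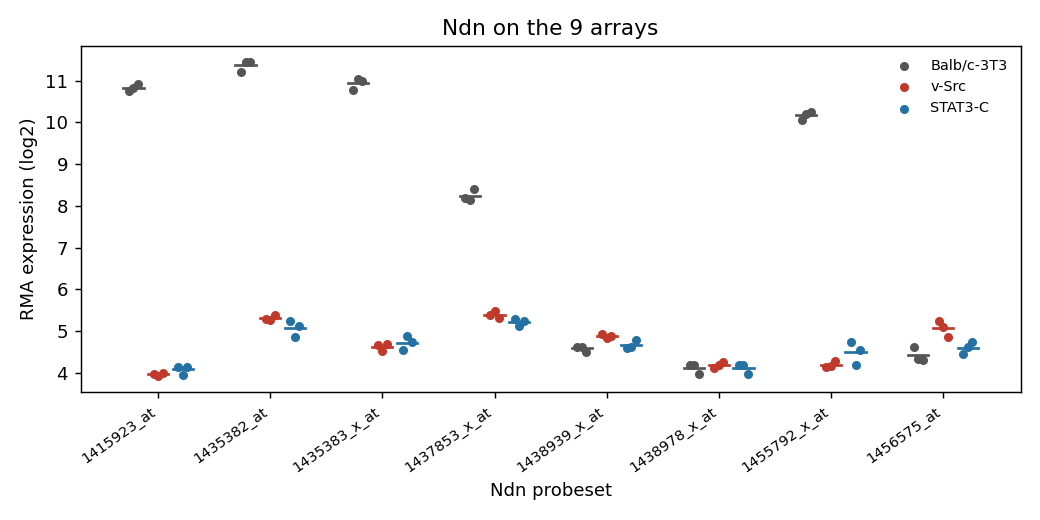
RMA expression (log2) of the 8 Ndn probesets on the 9 arrays, with 3 arrays each of control Balb/c-3T3, v-Src and STAT3-C cells. Points are arrays and lines are means of 3 arrays. At 5 probesets all control arrays lie above all arrays of both transfected lines.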

Figure 1B. confirms that NDN mRNA expression is dramatically down-regulated in v-Src and STAT3-C expressing cells as measured by quantitative Real-Time PCR.

**Figure 1:**
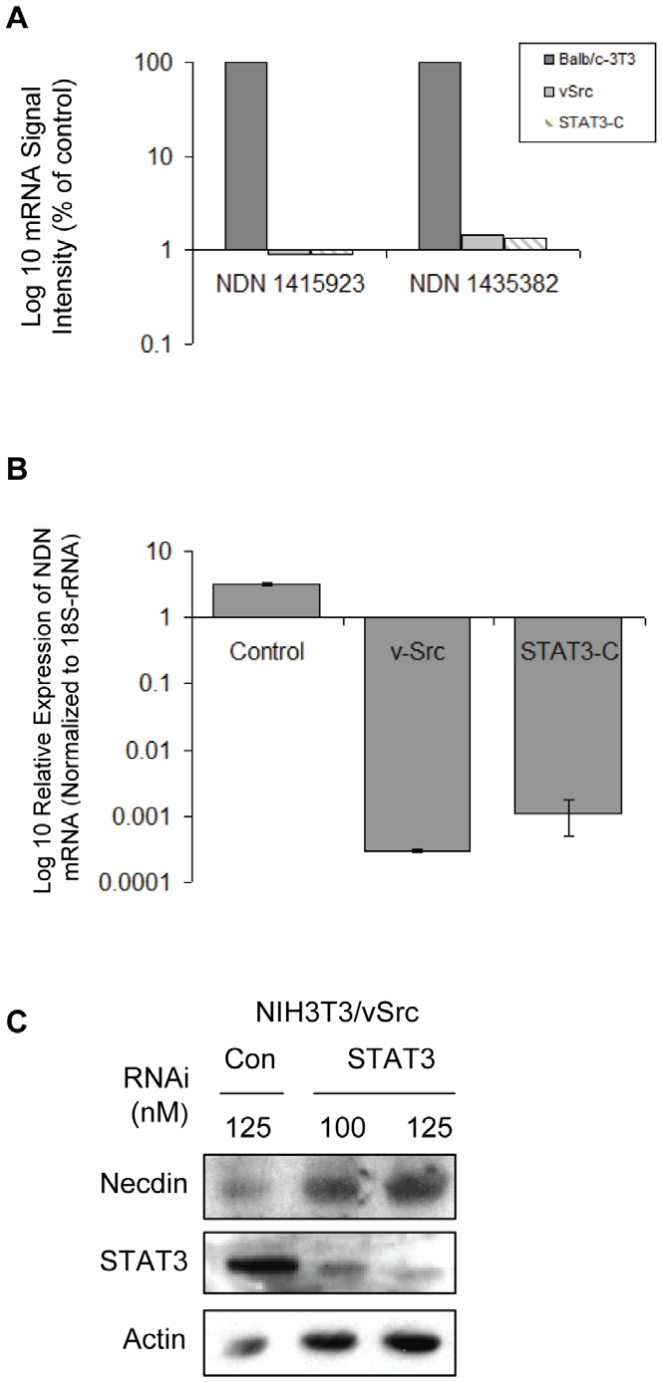
Analysis of Necdin expression in cell lines stably expressing v-Src or STAT3-C. **A.** Microarray Analysis of Necdin mRNA expression levels. RNA from Balb/c-3T3 cells stably expressing either pMvSrc or pRc-STAT3-C was isolated, processed and hybridized to Affymetrix Mouse Genome 430 2.0 GeneChips. In order to control for both biological and experimental variation, for each cell line, cells were harvested from three consecutive passages. At each passage, five 10 cm plates of exponentially growing cells were pooled for RNA extraction and the RNA hybridized to a single Affymetrix Mouse Genome 430 2.0 GeneChip. The arrays were scanned and fluorescence was measured with an Affymetrix GeneArray 3000 GeneChip scanner and the image processed using the GeneChip Operating Software (GCOS) version 1.1 to produce CEL files containing probe-level data for each GeneChip. All microarray experiments were done in triplicate independent experiments, and the results are presented for each probe set as average fold change in RNA expression. Data for two different probesets are presented. The signal intensity of the parental Balb/c-3T3 cells was set to 100%. **B.** Real-time PCR analysis. RNA samples used for microarray analysis were measured for Necdin mRNA expression using Real-time PCR with gene-specific primers and fluorescent-labeled probe (Taqman® Gene Expression Assays, Applied Biosystems). RNA expression was normalized to 18S rRNA. n = 3 independent experiments. **C.** Western. NIH3T3 cells stably expressing v-Src were seeded (2.5×10^5^) in 6 cm tissue culture plates in complete medium 24 h before transfection. Cells were then transfected with either 125 nM control siRNA or 100 nM or 125 nM STAT3 siRNA. At 48 h after transfection, total protein was harvested and equal amounts of total protein (100 ug) were loaded on a 10% SDS-polyacrylamide gel, electrophoresed and immunoblotted for Necdin (polyclonal, Abcam ab18554), phosphorylated STAT3 (p-STAT3, Cell Signaling 9131), total STAT3 (Santa Cruz, sc-482) and anti-actin (monoclonal, Sigma A-4551) proteins.

### Repression of Necdin mRNA Expression is STAT3 Dependent

NIH-3T3 cells stably expressing v-Src express high levels of active STAT3. These v-Src 3T3 cells were treated with either control siRNA or two different doses of STAT3-specific siRNA. Cells treated with control siRNA maintain high levels of STAT3 and have low levels of Necdin expression (Fig. 1C, lane 1). As expected, STAT3 siRNA effectively inhibited expression of total STAT3 (Fig. 1C, lanes 2 and 3). In these cells the expression of the STAT3 protein was inhibited in a dose-dependent manner, and Necdin expression was restored in a manner consistent with STAT3 knockdown in this cell line. These results suggest that repression of Necdin is dependent on activated STAT3.

### Activated STAT3 Binds To the Necdin Promoter *in vitro*

To determine whether STAT3 directly regulates Necdin transcription, we analyzed the sequence of the mouse NDN promoter [32] for potential STAT3 binding sites. STAT3 consensus sites have been defined as palindromic sequences with the common sequence 5′-TT(N_4–6_)AA-3′[49]. Our analysis identified several candidate STAT3 binding sites throughout the 1500 base pairs upstream of the transcriptional start site. Double-stranded oligonucleotide probes were generated for all the potential binding sites and tested in a competition EMSA (Fig. 2A) for their ability to compete for the binding of STAT3 against a high affinity variant of the STAT3 binding site in the c-*fos* promoter (hSIE) [50]. The oligonucleotide containing the putative binding site at position −558 relative to the transcription initiation site was identified as being able to compete most effectively with the hSIE probe (Fig. 2A, lane 9). Furthermore, we tested the ability of increasing amounts of non-radioactive NDN/−558 oligonucleotide to compete with the radiolabelled hSIE probe for binding of activated STAT3. As shown in Figure 2B, a high molar excess of unlabeled NDN/−558 is able to compete with ^32^P-hSIE for STAT3 binding.

**Figure 2:**
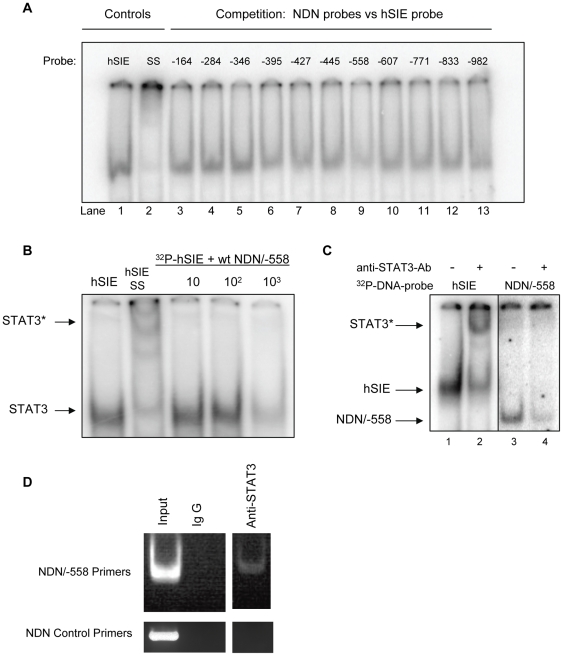
STAT3 binds directly to the Necdin promoter. **A.** Competition EMSA. Oligonucleotides for the sense and antisense strands of all putative STAT3-binding sites in the Necdin promoter were annealed and used to compete for STAT3 binding with ^32^P-labeled hSIE oligonucleotide using 5 ug of nuclear extract from Balb/c-3T3 cells stably transfected with v-Src as a source of activated STAT3. A candidate STAT3 DNA binding site in the mouse Necdin promoter was identified (position −558, relative to the translation initiation site). The high affinity STAT3 binding oligonucleotide, hSIE was used as positive control. *, “supershifting” was achieved using anti-STAT3 antibodies added to the reaction to confirm the presence of STAT3 in the complex. **B.** Competition EMSA. 3T3 v-Src nuclear extract was incubated with either ^32^P-labeled double stranded hSIE oligonucleotide (lanes 1 and 2) or with unlabeled, wild-type NDN/−558 oligonucleotide in a 10- to 10^3^-fold molar excess (lanes 3–5) prior to adding ^32^P-labeled hSIE oligonucleotide, to compete with hSIE for STAT3 binding. SS, supershift with anti-STAT3 antibodies. **C.** EMSA. 3T3 v-Src nuclear extract was incubated with the following ^32^P-labeled double-stranded oligonucleotides: hSIE (lanes 1 and 2), NDN/−558 (lanes 3 and 4), with and without anti-STAT3 antibodies. **D.** Chromatin immunoprecipitation assay (ChIP). Balb/3T3 v-Src cells expressing constitutively active STAT3 were used for ChIP. Briefly, after crosslinking histones to DNA by formaldehyde for 10 min, cells were collected and sonicated to shear DNA to an average length of 200–1000 bp. A portion of this material was used as a positive control for PCR (Input). The remaining sample was incubated with either anti-IgG or anti-STAT3 antibodies overnight and then immunoprecipitated using protein A-agarose. The histone-DNA complex was reverse cross-linked after several washing steps, and samples were subjected to PCR using specific primers surrounding the candidate STAT3-binding site at position −558 in the NDN promoter.

A double stranded ^32^P-radiolabelled DNA oligonucleotide corresponding to the NDN/–558 sequence identified in the NDN promoter was then used in an EMSA to detect STAT3 DNA binding. The NDN probe, as well as the positive control probe, hSIE, were incubated with 5 ug nuclear extract from v-Src 3T3 cells and subjected to native gel electrophoresis. As shown in Figure 2C, activated STAT3 binds to the high affinity sequence in the hSIE oligonucleotide (lane 1), as well as to the sequence derived from the NDN promoter (lane 3). To confirm that STAT3 is contained in the protein complex binding to the oligonucleotides, the nuclear extract was pre-incubated with anti-STAT3 antibodies before adding the radiolabelled probe (“supershifted” bands, lanes 2 and 4). NDN/−558 shows a weaker STAT3 DNA binding activity compared to the artificial high-affinity STAT3 binding element hSIE and the addition of anti-STAT3 antibody partially blocks binding of the radioactive probe. This could result if the antibody recognition site and DNA binding domain in STAT3 were in close proximity, causing the antibody to partially obstruct binding of STAT3 to the probe.

### Binding of STAT3 to the NDN Promoter *in vivo*

To determine whether STAT3 could bind the Necdin promoter in intact cells, chromatin immunoprecipitation assays (ChIP) were performed in 3T3 v-Src cells using an antibody specific to STAT3. As shown in Figure 2D, PCR yielded Necdin promoter DNA immunoprecipitated with an anti-STAT3 antibody in the region of the −558 putative STAT3-binding site, but not at a control location on the NDN promoter. The specificity of this binding interaction is demonstrated by the lack of signal generated when a control antibody is used (anti-rabbit IgG). These data provide evidence that STAT3 can directly bind the Necdin promoter in intact 3T3 v-Src cells.

Since both the EMSA and ChIP assays suggest that STAT3 has the ability to bind to the NDN promoter both *in vitro* and *in vivo*, this provides further evidence that control of NDN expression by STAT3 occurs through a direct binding event at the promoter and that gene regulation primarily occurs at the level of transcription.

### Necdin Expression Is Repressed in Human Melanoma Cells

We next examined whether down-regulation of Necdin occurred in human tumor cells with activated STAT3. Expression of Necdin has been previously shown to be repressed in melanoma cells [51] so we examined whether this had a correlation with STAT3 activity.

STAT3 phosphorylation, STAT3 DNA-binding activity and total STAT3 levels have been shown to increase in A375 melanoma cells in a density-dependent manner in the absence of ligand [52]. A375 cells were plated at increasing density and allowed to grow for 72 h. Nuclear extracts were prepared and analyzed by EMSA. Figure 3A shows that DNA-binding of STAT3 increases with cell density as expected. We then analyzed total protein by Western blot for Necdin expression. Figure 3B shows that expression of total STAT3 and STAT3 phosphorylation is up-regulated in a density-dependent manner. Conversely, as STAT3 activation increases, Necdin expression is down-regulated at the protein level.

**Figure 3:**
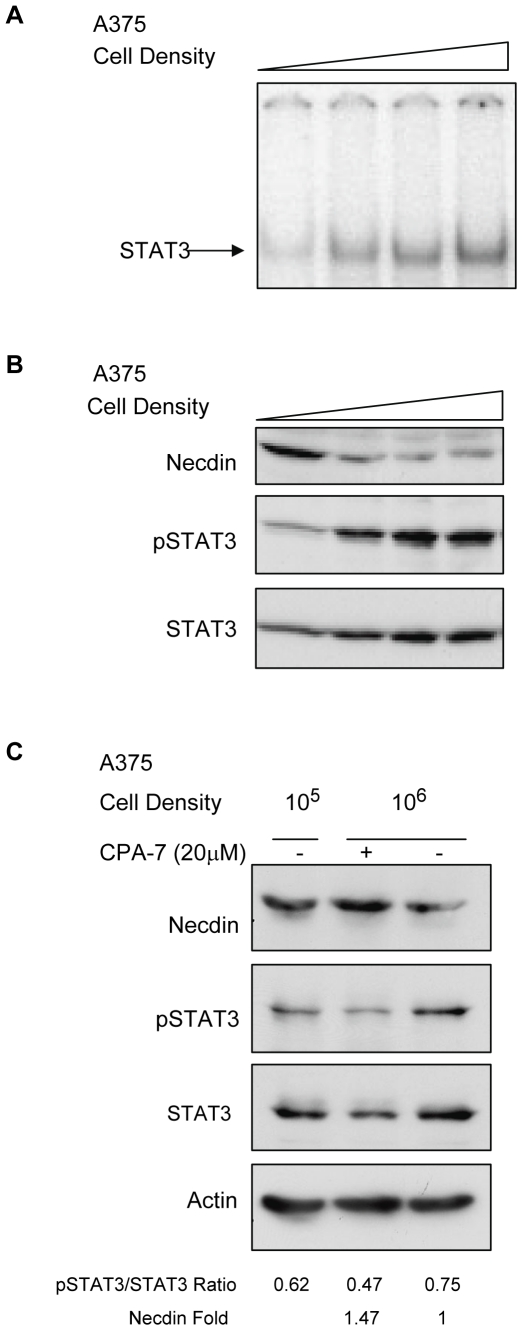
STAT3 downregulates Necdin expression in A375 human melanoma cells. A375 cells were plated at different densities (Fig. 3A and 3B: 1, 2.5, 5 or 7.5×10^5^ cells; Fig. 3C: 10^5^ and 10^6^ cells) in 10 cm plates and grown for 72 h. Nuclear extracts and total protein were collected. **A.** EMSA. Nuclear extracts from A375 cells were incubated with STAT3-specific hSIE ^32^P-labeled double stranded oligonucleotide. **B.** Western blot. Total protein extracts were harvested from A375 cells plated at different densities and equal amounts of total protein (100 ug) were loaded on a 10% SDS-polyacrylamide gel, electrophoresed and immunoblotted for Necdin, phosphorylated STAT3 (p-STAT3) and total STAT3 proteins. **C.** Western blot. A375 cells were plated at two different densities (10^5^ and 10^6^ cells) and allowed to adhere overnight. Plates seeded at 10^6^ cells were then treated with either DMSO or CPA-7 (20 umol/L) and all cells were grown for a further 48 h. Total protein was harvested and analyzed by Western blot. For densitometry, images were digitally scanned and optical density of the bands was quantified using Scion Image (Scion Corporation, Frederick, MD) and normalized to control. The ratio of pSTAT3 to total STAT3 was calculated for individual lanes.

To confirm that the repression of Necdin expression is STAT3-dependent, A375 cells were plated at high density, and allowed to adhere overnight before being treated with either DMSO or the STAT3-inhibitor CPA-7 (20 umol/L) for 24 h [53]. Western blot analysis shows that when A375 cells are plated at low density (10^5^ cells), Necdin expression is high, whereas activated STAT3 levels are low (Fig. 3C, lane 1). Cells plated at high density (10^6^ cells), (Fig. 3C, lane 3) show higher levels of p-STAT3 and decreased expression of Necdin. Treatment of high density A375 cells with CPA-7 for 24 h inhibited STAT3 activation (Fig. 3C, lane 2), and Necdin levels in these cells are restored to high levels, comparable to cells plated at low density.

### IL-6 Represses Necdin Expression in Human Prostate Cancer Cells

IL-6 acts as an autocrine growth factor in prostate cancer [54] and has been linked to progression of tumors [55]. IL-6 signals are transmitted via the JAK-STAT pathway from receptors on the cell surface to the target genes in the nucleus, involving phosphorylation and activation of STAT3 [56]. We therefore examined whether activation of STAT3 via IL-6 stimulation led to repression of Necdin expression in the prostate cancer cell lines DU145 and PC3. These cell lines harbor low levels of constitutively active STAT3 [57], [58], which can be further induced by stimulation with IL-6. Cells were serum starved for 3 h prior to treatment with IL-6 (10 nmol/L) for 12 or 24 h. Total protein was prepared and analyzed by Western blot. Figure 4A shows that IL-6 stimulation resulted in increased STAT3 activity within the cells and demonstrated corresponding down-regulation of Necdin expression upon IL-6 stimulation, in both cell lines. This confirms that IL-6 is capable of repressing Necdin expression via STAT3 in prostate cancer cells.

**Figure 4:**
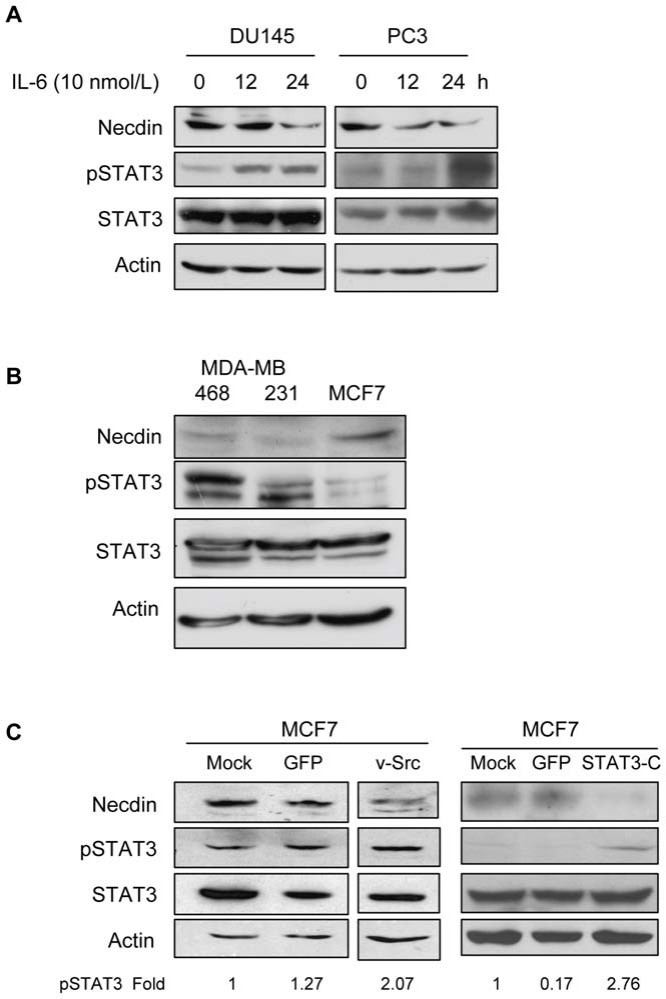
STAT3 activity down-regulates Necdin expression in human prostate cancer and breast cancer cell lines. **A.** Western blot. Total protein from DU145 and PC3 cells treated with IL-6 (10 nmol/L) for 12 or 24 hours was analyzed by Western blot. **B.** Total protein was harvested from MDA-MB-468, MDA-MB-231 and MCF-7 cells and subjected to Western blot analysis. **C.** MCF-7 cells were seeded and allowed to adhere overnight before being transiently transfected with control (GFP), pMvSrc or pRc/CMV-STAT3-C plasmids using Lipofectamine PLUS. Total protein was collected at 48 h post-transfection and subjected to Western blot analysis. For densitometry, images were digitally scanned and optical density of the bands was quantified using Scion Image (Scion Corporation, Frederick, MD) and normalized to control.

### Necdin Expression Correlates with STAT3 Activity in Human Breast Cancer Cells

Since EGFR and Src signaling pathways contribute to STAT3 activation in breast cancers [15], [34], we evaluated Necdin expression levels in human breast cancer cell lines with different levels of endogenous STAT3 activity. Figure 4B shows that p-STAT3 protein levels were high in MDA-MB-468 cells, slightly lower in MDA-MB-231 and very low in MCF-7 cells. Necdin protein expression inversely correlated with p-STAT3 levels, being expressed at a low level in MDA-MB-468 and MDA-MB-231 cells, but exhibited much higher expression in MCF-7 cells.

To test the hypothesis that constitutively activated STAT3 has a causal role in suppressing Necdin expression in tumor cells, we examined whether transient activation of STAT3 signaling could down-regulate Necdin expression. MCF7 cells express high levels of Necdin (Fig. 4C, lane 1 & 4), however when transiently transfected with v-Src or STAT3-C for 48 h, Necdin protein expression is inhibited. This demonstrates that even a transient 2-fold increase in STAT3 activation in these cells is sufficient to effectively repress the expression of Necdin (Fig. 4C, lane 3 & 6).

## Discussion

The transcriptional profile of a cell expressing constitutively-active STAT3 is predicted to be very different compared to a cell where STAT3 is under tight regulation. Our initial hypothesis was that STAT3 promotes widespread changes in global gene expression patterns, including both direct and indirect targets. We took a broad approach by studying global gene expression changes using microarray analysis in cells expressing constitutively-activated STAT3. With this approach we were able to confirm differential expression of several previously identified STAT3 target genes, as well as a novel target gene, with a wide range of biological functions and roles in multiple cellular pathways. These results suggest that STAT3 has a wider impact on cellular processes than demonstrated to date and that STAT3 also acts as a central coordinator of its own cellular signaling pathways.

Constitutive activation of STAT3 provides cancer cells with growth and survival advantages by activating multiple pathways within the cell, involving a broad range of genes. It has also been shown to repress the transcription of a handful of genes, including p53 [44] and nitric oxide synthase [45]. Few other genes have been identified to date that are negatively regulated by STAT3. In this study, we identified Necdin as a novel STAT3 target gene whose expression is repressed when STAT3 is constitutively activated. Our studies indicate that constitutively active STAT3 directly causes down-regulation of Necdin at the transcriptional level. We also demonstrated that Necdin expression is repressed in several tumor cell types, including melanoma, prostate and breast cancer cell lines, and is inversely correlated with STAT3 activity. This suggests that Necdin is a physiological target gene of STAT3.

A recent study published by Chapman and Knowles [33] stated that down-regulation of Necdin occurs in both carcinoma cell lines and primary tumors, suggesting that Necdin may have a tumor suppressor role. Our results confirm the data reviewed in this paper and indicate that Necdin is a candidate for further study in this role and could represent a novel cancer therapeutic target. Repression of Necdin expression by STAT3 may play an important role in regulating the cell cycle and proliferation in human cancer cells, which has the potential to give tumor cells a growth advantage. Necdin is a negative growth regulator, capable of interacting with E2F1, resulting in inhibition of E2F1 target gene expression and consequent growth inhibitory effects [59]. Two reports have previously demonstrated that Necdin expression is down-regulated in melanoma [51] and a drug-resistant ovarian cancer cell line [60]. Thus far, no role for Necdin in oncogenesis has been confirmed; however, our results suggest that repression of Necdin expression by STAT3 may be one mechanism which could potentially contribute to a growth advantage of tumor cells and is of interest for further analysis.

In summary, STAT3 has been shown to up-regulate expression of multiple genes involved in cell growth and metabolism, as well as protein transport, localization, cell adhesion and cytoskeletal remodeling. This study also suggests that STAT3 may exert its oncogenic effect not only by up-regulating transcription of genes involved in promoting growth and proliferation, but also by down-regulating expression of negative regulators of the same cellular processes, such as Necdin. The use of pharmacological agents to inhibit STAT3 activity may lead to a rebalancing of the signaling pathways regulating cell growth and lead to inhibition of tumor progression [5], [61]–[64].

## Materials and Methods

### Cell Culture and Reagents

Balb/c-3T3 mouse fibroblasts, v-Src 3T3 cells [50] and STAT3-C 3T3 cells were grown in DMEM/10% bovine calf serum supplemented with 1% penicillin and streptomycin. MDA-MB-231, MDA-MB-468 and MCF7 cells were obtained from the American Type Culture Collection (ATCC) and maintained in DMEM/10% fetal bovine serum supplemented with 1% penicillin and streptomycin. DU145, PC3 and A375 cells were obtained from ATCC and maintained in RPMI/10% fetal bovine serum supplemented with 1% penicillin and streptomycin. CPA-7 was a generous gift from Dr. Nick Lawrence. IL-6 was obtained from BD Pharmingen (San Jose, CA, USA).

### Expression Vectors

pRc/CMV-STAT3C-Flag (constitutively activated STAT3) was a generous gift from J. Bromberg and J. Darnell [36]. The v-Src plasmid expression vector, pMvSrc, has been described previously [65]. Transient transfections were performed using Lipofectamine PLUS (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol.

### siRNA Transfections

siRNA directed specifically against STAT3 and a non-targeting control siRNA were obtained from Dharmacon RNA Technologies (Chicago, IL, USA). Cells were transfected using RiboJuice transfection reagent (Novagen, Gibbstown, NJ, USA) as per the supplier's instructions. At 48 h after initial transfection, non-adherent cells were washed off and the remaining cells were harvested for Western blot.

### RNA Extraction and Microarray Analysis

At each of 3 passages, cells from the five dishes were pooled and total RNA was extracted using Trizol (Invitrogen) and further purified using the RNeasy kit (Qiagen, Valencia, CA, USA) according to the supplier's instructions. Total RNA (1 ug) was then used for microarray analysis using Affymetrix Mouse Genome 2.0 GeneChips, according to the manufacturer's protocol.

### Microarray Data Analysis

The CEL files were normalized using Robust Multichip Average (RMA) [66]. In order to identify changes in gene expression caused by v-Src or STAT-3C expression, CEL files for three Balb/c-3T3 control chips were either normalized with the CEL files for the three v-Src chips or normalized separately with the CEL files for the three STAT3-C chips. The expression sets were then exported to a Microsoft Excel spreadsheet, formatted for analysis by the Significance Analysis of Microarrays (SAM) add-in tool for Excel [37]. SAM was performed twice: first to identify differentially expressed genes between control Balb/c-3T3 cells and Balb/c-3T3 cells expressing pMvSrc, then again to identify differentially expressed genes between control Balb/c-3T3 cells and Balb/c-3T3 cells expressing pRcCMV-STAT3-C.

The options selected for SAM analysis were as follows: Response Type: two-class, unpaired data (Class 1 – Balb/c-3T3, Class 2 – v-Src or STAT3-C); Data logged: logged (base 2); Weblink Option: Accession number; Number of Permutations: 100; Imputation engine: N/A – no missing data in experiment; Random number seed: generate random number seed. This produced a list of Affymetrix probeset IDs differentially expressed in cells expressing v-Src and also for STAT3-C as compared to control cells. We accepted all probesets identified by SAM as differentially regulated by at least 1.5-fold.

Probeset IDs in common between the two lists were identified using the Excel VLOOKUP function. The probesets identified were then processed by Affymetrix NetAffx to yield a list of genes. SAM analysis generates a Score (t-statistic) for each probeset on each list. Probesets common to both lists were ranked using the average of the two Score values generated from the v-Src and STAT3-C SAM analysis.

The microarray data have been deposited in the Gene Expression Omnibus (GEO) Database at http://www.ncbi.nlm.nih.gov/geo (GEO accession no. GSE22251).

### Computational Analysis of Microarray Data

We analyzed and categorized the differentially expressed genes identified by SAM using the Functional Annotation tool in the DAVID Bioinformatics Database [44], [45]. Pathway Analysis was carried out using the MetaCore Analysis Suite v 5.2 build 17389 GeneGO Maps program (GeneGO, Inc, New Buffalo, MI) to identify signaling pathways that were enriched in the list of differentially expressed genes.

### Quantitative Real-time PCR

For real-time PCR, total RNA was isolated as detailed above. An aliquot of the same RNA used for microarray analysis, was used for Real-Time PCR using TaqMan® Gene Expression Assays (Applied Biosystems, Foster City, CA, USA) according to the manufacturer's instructions. TaqMan® Gene Expression Assay Mm02524479_s1* was used to analyze Necdin expression and Eukaryotic 18S rRNA (4319413E, Applied Biosystems) was used as an endogenous control. Data were analyzed using SDS software version 2.2.2 and exported into an Excel spreadsheet.

### Western Blot Analysis

Whole cell lysates were prepared in boiling sodium dodecyl sulphate (SDS) sample buffer and equal amounts (100 ug) of total protein were run on a 10% SDS-polyacrylamide gel. The proteins were transferred to nitrocellulose membrane, washed with PBS/0.2% Tween 20, and incubated in 1× PBS/0.2% Tween 20/5% milk overnight with anti-phospho-STAT3 antibody (Cat. #9131, Cell Signaling, Boston, MA, USA), or anti-STAT3 antibody (sc-482, Santa Cruz Biotechnology, Santa Cruz, CA) or anti-Necdin antibody (ab18554, Abcam, Cambridge, MA, USA). The membrane was then washed with PBS/0.2% Tween 20, incubated for 1 h at room temperature with alkaline phosphatase–linked anti-rabbit secondary antibodies, and visualized using ECL Western Blotting Detection Reagents (Amersham, Pittsburgh, PA, USA). For detection of ß-actin, the blot was stripped with stripping buffer [2% SDS, 62.5 mmol/L Tris (pH 6.8), 0.7% ß-mercaptoethanol] and re-blotted with anti-ß-Actin (A5441, Sigma) for 1 h at room temperature and visualized as described. Bands were detected by autoradiography. For densitometry, images were digitally scanned and optical density of the bands was quantified using Scion Image (Scion Corporation, Frederick, MD) and normalized to control.

### Chromatin Immunoprecipitation

Chromatin immunoprecipitation was performed using a kit from Upstate as described by the supplier. Briefly, 2 million v-Src 3T3 cells were treated with formaldehyde for 10 minutes at room temperature. Cells were collected by scraping, lysed and the DNA sheared by ultrasonication (Bioruptor XL, Diagenode). Immunoprecipitations were performed with the following antibodies (4.0 ug): anti-total STAT3 (sc-482, Santa Cruz Biotechnology), and anti-rabbit Ig G (sc-2027, Santa Cruz Biotechnology) as a control. Subsequently, cross-links were reversed, and bound DNA was purified. PCR was performed using Necdin specific primers: Fwd: 5′-CATgAgAgACTgTTAggTATC-3′ and Rev: 5′-CTATAgATTTgggCTCTCCAT-3′.

### Nuclear Extract Preparation and EMSA

For the detection of DNA-binding activity of STAT3 by EMSA, nuclear protein extracts were prepared using high-salt extraction as described previously [34]. Nuclear protein (5 ug) from Balb/c-3T3 v-Src cells was incubated with ^32^P-radiolabelled dsDNA oligonucleotides using a high-affinity variant of the sis-inducible element (hSIE; sense strand, 5′-AgCTTCATTTCCCTgAAATCCCTA-3′) derived from the c-fos gene promoter, which binds activated STAT3 and STAT1 proteins as a positive control [52]. In addition, wild-type oligonucleotide probes derived from the Necdin gene promoter were used, including the following (STAT3 consensus DNA-binding sequence italicized): wild-type Necdin/–558 (sense strand, 16-mer), 5′-CTAC*TTCTAgAA*-3′. Supershift assays were performed using anti-STAT3 polyclonal antibodies (C20X, Santa Cruz Biotechnology) to identify STAT3. 2 uL of the concentrated STAT3 antibody was pre-incubated with 5 ug nuclear protein for 20 min at room temperature before adding the radiolabelled probe (30 min, 30°C). Samples were then separated by non-denaturing PAGE and detected by autoradiography.

## Supporting Information

Table S1 **Top 50 Most Significant Probesets Over-Expressed Common to vSrc and STAT3C.** The top 50 genes ranked by Average Score identified by SAM as being upregulated in common by vSrc and STAT3-C.
(XLS) Click here for additional data file.

Table S2 **Top 50 Most Significant Probesets Under-Expressed Common to v-Src and STAT3-C.** The top 50 genes ranked by Average Score identified by SAM as being downregulated in common by vSrc and STAT3-C.
(XLS) Click here for additional data file.

Table S3 **Functional Enrichment (based on GO Biological Process) in Genes Differentially Expressed in Common by v-Src and STAT3-C using DAVID.** The top 10 functionally enriched categories ranked by p-Value for GOTERM_BP_3 identified by DAVID. ^i^ Column expands to show all differentially expressed Affymetrix probesets included in this category.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

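Gene expression was measured in 3 mouse lines, Balb/c-3T3 cells and Balb/c-3T3 cells expressing v-Src or STAT3-C, with 3 arrays a line. The conditions and array numbers come from the deposited sample titles. The log2 values were made by the authors with Robust Multichip Average (RMA) before deposition, and the deposited table holds 1 column for each of the 9 arrays. The methods state that the control arrays were normalized once with the v-Src and once with the STAT3-C arrays, and the table does not say which grouping its control columns come from. If the v-Src and STAT3-C columns come from separate runs, the run coincides with the line in the direct comparison, which was not tested. The values were not normalized again, except in the alternatives below. The arrays show no library depth; the precision of a value is given by the standard error of limma over 3 arrays a line.

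Comparisons were made in R 4.3.3 with limma 3.58.1: v-Src against control, STAT3-C against control, and v-Src against STAT3-C, each on the 6 arrays concerned, with a linear model and moderated t tests (eBayes). P-values were adjusted by the Benjamini-Hochberg method over the 45037 probesets. A probeset passed with an adjusted p under 0.05 and a fold of at least 1.5. Probesets that passed in both lines in the same direction form the common set. The study's own test, SAM, was also computed, from the 20 groupings of 6 arrays, with q under 5% or 1% and a fold of at least 1.5. The methods state no delta for SAM, so the threshold on q was chosen here. Figures were drawn with python 3.11.15 and matplotlib 3.10.9.

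Of the probesets tested, 34945 carried 1 gene symbol, 932 several and 9160 none, and 34741 were matched by gene number to a mouse gene table (assembly GRCm38.p6), which was used only for names and for which genes are neighbours. Gene lists were tested on 1 probeset a gene by camera with a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays, with p-values adjusted over the 28 lists. They were also tested by limma's fry, which does not compare a list with other genes. Of 610 list entries, 565 were measured. The lists cover known STAT3 targets, JAK/STAT and angiotensin signaling, integrin adhesion, actin cytoskeleton, fibroblast and extracellular matrix, epithelial, mesothelial, endothelial, macrophage and leukocyte, and neural markers, mesenchymal differentiation, proteolysis, WNT signaling, interferon response, protein transport, cell cycle, p53 targets, ERK feedback and output, aryl hydrocarbon receptor and glutathione, hypoxia and glycolysis, lipid metabolism, nucleotide metabolism, the Prader-Willi domain, other imprinted genes, the MAGE family, Y-linked genes, the Cdkn2 locus and housekeeping genes. The lists of aryl hydrocarbon receptor, fibroblast, mesothelial, WNT, p53, hypoxia, lipid, nucleotide, Prader-Willi, other imprinted and MAGE genes hold genes of Tables 1, 2, S1 or S2, which the study had chosen on these arrays. Those of STAT3 targets, JAK/STAT, cell cycle, p53, hypoxia, lipid, nucleotide, protein transport and Cdkn2 locus genes hold others that its text names.

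Genes are named from a rule: every gene the study names for the arrays; the 10 with the highest and the 10 with the lowest mean moderated t among those common to both lines; in each comparison the 10 with the largest change each way among those whose 3 arrays a line do not overlap; up to 4 members a list with the largest change in each line; and every member of the Prader-Willi, Y-linked, Cdkn2, MAGE and mesothelial lists. Other members named beside a count of 5 or fewer (Apaf1, Cav1, Ccne1, Cfl2, Copa, Cope, Dck, Diaph1, Elovl6, Fas, Fn1, Fzd8, Gsk3b, Hmox1, Ifnar1, Ifnar2, Igf2, Ilk, Impact, Itga8, Itgb1, Lif, Lman1, Mcm2, Myl9, Pcolce, Phlda1, Phlda3, Pnp, Polk, Rdx, Sec24b, Sgce, Spred2, Spry2, Srebf1, Stat5a, Tiparp, Txnrd1, Tyms and Zyx) were chosen after their values were seen, as were those that differences from the paper and stretches in gene order name and neighbours of Ndn. One gene of the rule is not reported here. Trp53 is not analysed here.

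The tests were tried on simulated data, with noise of the fitted size, in which 100 probesets were changed 2-fold and 100 were changed 4-fold: at a 2-fold change limma recovered 93% with v-Src, 100% with STAT3-C and 95% in the direct comparison, and 100% at a 4-fold change, with 14, 10 and 6 false calls of 45037. SAM recovered as many. In a simulated list test the raised list alone was called. The alternatives tried were all 9 arrays in 1 fit, quantile normalization again, median centring, a filter to probesets above the median level, a fold of at least 2 or no fold threshold, an adjusted p under 0.01, SAM, eBayes with trend and robust, leaving out each array in turn, the replicate number as a block for STAT3-C against control, the estimated correlation in camera, and the mean of all probesets of a gene. Data from electrophoretic mobility shift, chromatin immunoprecipitation, small interfering RNA and human cell line experiments are not analysed here.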

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

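The tests of neighbouring genes, of single probesets, of the stretch that holds the Ifit genes, of different control arrays and of the state of the control cultures were chosen after the result was seen. The tests of array scaling and of graded size were not, but reading the graded size by its quartiles was not part of the bound set beforehand.

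Ndn fell in both lines. Of its 10 nearest neighbours above the median level in control cells, 0 were lower in both lines. Ube3a, Klf13 and Mtmr10, at log2 levels of 9.18, 9.35 and 8.81 in control cells, argue against the loss of every copy of a stretch that reaches them. Herc2, at 8.88, had -0.57 in both lines, under the fold threshold, and passed in both with median centring (-0.64 and -0.62). Nipa1 and Atp10a, at 7.15 and 7.52, lie beyond Ube3a too. Nipa1 was higher in both lines (0.69 and 1.56) and Atp10a with STAT3-C (1.105), as genes that had lost every copy could not be. Loss or silencing of a single copy was not tested. The other 4 neighbours, Magel2 among them, lay at 6.51 to 6.875, too near the median of 6.31 to decide, and none of these was called. A loss within these limits, as from Ndn to Peg12, stays open on the arrays. Peg12 fell in both lines (-1.36, adjusted p = 9.9e-05, and -1.17, adjusted p = 9.63e-05, from limma), but from a percentile of only 18.2 in control cells. Magel2, which lies between Ndn and Peg12, did not fall (0.02 and 0.24), but at a percentile of 54, the highest of the genes between. The paper's chromatin immunoprecipitation amplified the Ndn promoter from Balb/3T3 v-Src cells. That argues against loss of every copy of this promoter in those cells. For STAT3-C cells the paper reports no such assay. The fall at 5 probesets argues against a single faulty probeset. A state of the control cultures that their 3 passages share stays open: the SD of 1415923_at over the control arrays was 0.0765 on the log2 scale, but no other Balb/c-3T3 culture was measured. The biological explanation, activated STAT3, is confounded with the lines on these arrays. Outside them, the paper reports that STAT3 siRNA restored Necdin protein in NIH-3T3 cells expressing v-Src. Those cells were not measured on the arrays.

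Many probesets changed alike in both lines. The shared control arrays do not account for this: with a different control array for each line, the covariance of the log2 fold changes was 0.293 to 0.316 over 6 pairs, against 0.332 to 0.346 with a shared one. A graded effect of STAT3 stays open. Socs3 was higher with v-Src, and the median size of the shared changes, v-Src minus STAT3-C, was -0.00509 (-0.0124 to 0.00492 without 1 array). This median lies within the bound of 0.2 set beforehand, and by that bound alone counts against a graded effect. The bound made no allowance for spread, and the quartiles of -0.25 and 0.25 reach past it. The probesets were also selected for passing in both lines. A difference between the control cultures and the stock of both lines that has no part in STAT3 stays open, since v-Src and STAT3-C arrays correlated at 0.971 or more and no second untransfected or vector-only line was measured. Activated STAT3 is confounded with the lines here too.

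Genes of the interferon response were lower in both lines in 19 of 24 cases; Table 3 lists a pathway of interferon alpha and beta, with no direction. The 21 members outside the stretch from Stambpl1 to Ifit1 had a median of -2.15 with v-Src and -2.22 with STAT3-C, which argues against loss of that stretch as the whole cause. Under median centring or repeated quantile normalization the highest median of the list was -2.48, which argues against the scaling of the arrays. An interferon response in the control cultures stays open: the members lay at a median percentile of 92.2 on the control arrays, and no other culture was measured. Activated STAT3 stays open as well, untested.

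Differences between the lines were tested directly. In v-Src against STAT3-C cells, 2246 probesets were higher and 2399 lower. By camera, v-Src cells were higher in known STAT3 targets (adjusted p = 0.0289), JAK/STAT and angiotensin signaling (0.00631), proteolysis (0.0166), ERK feedback and output (3.13e-07), hypoxia and glycolysis (1.91e-05) and lipid metabolism (0.045). With an estimated correlation none of these passed (adjusted p = 0.441 to 0.819). By fry, JAK/STAT and angiotensin signaling (adjusted p = 0.0188) and ERK feedback and output (0.00538) passed. The known STAT3 targets (0.0509), proteolysis (0.0509), hypoxia and glycolysis (0.0677) and lipid metabolism (0.185) did not. The STAT3 target call was lost without v-Src replicate 6 (0.0622) or STAT3-C replicate 3 (0.119), as was proteolysis (0.0622 and 0.119), and lipid metabolism without v-Src replicate 6 (0.221) or STAT3-C replicate 2 (0.0637) or 3 (0.182). With probesets above the median level the STAT3 target (0.0552) and lipid (0.0725) calls ended, and the lipid call also with all 9 arrays in 1 fit (0.0532). Without v-Src replicate 5 the integrin list passed too (0.0402), as did the cell cycle list (2.25e-05). With all arrays the cell cycle list was lower in v-Src cells, unlike the lists named above (adjusted p = 0.188, and 0.841 with an estimated correlation). Leaving out v-Src replicate 5 made this result stronger and did not reverse it.

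Of the genes named here, these were higher in v-Src than in STAT3-C cells by limma, as log2 fold changes over 3 arrays a line: Il33 6.28, Serpina3n 4.38, Mycn 4.17, Kng1 3.76, Pi15 3.58, Serpinb2 3.47, Car9 3.13, Hbb-bh1 3.00, Igf2r 2.99, Mgp 2.76, Etv5 2.57, Hp 2.44, Dusp6 2.33, Socs3 2.21, Hmox1 2.12, Abcb1a 2.03, Dusp4 1.98, Il4ra 1.68, Nt5e 1.46, Bst1 1.43, Stat3 1.29, Sesn2 1.28, Upp1 1.20, Spred2 1.19, Stat5a 1.15, Plaur 1.13, Egln3 1.08, Ctsk 0.99, Cdkn2a 0.99, Itga8 0.91, Pfkp 0.88, Fn1 0.83, Gpc1 0.82, Vegfa 0.82, Elovl6 0.81, Slpi 0.77, Bcl2l1 0.77, Tgfb1 0.75, Lman1 0.75, Sec31a 0.70, Copa 0.68, Cad 0.67, Itgb1 0.67, Srebf1 0.62 and Lif 0.59. These were lower: Ifnar1 -0.61, Nos3 -0.62, Srp19 -0.62, Nfix -0.63, Snrpn -0.67, Mgst2 -0.69, Sesn1 -0.70, Ik -0.70, Cnn2 -0.73, Bcar3 -0.74, Maged1 -0.74, Itgb7 -0.76, Ctnnbip1 -0.79, Ifnar2 -0.79, Tk1 -0.81, Myl9 -0.85, Mcm6 -0.86, Nipa1 -0.87, Ube3a -0.88, Cyp1b1 -0.88, Pmaip1 -0.90, Ccn5 -0.91, Dck -1.02, Setd6 -1.04, Mab21l1 -1.06, Ccng1 -1.07, Lyz2 -1.09, Atp10a -1.11, Cd68 -1.17, Fas -1.18, Nupl1 -1.19, Msln -1.20, Hprt -1.23, Mcm5 -1.24, Tgm2 -1.42, Rdx -1.43, Mcm4 -1.44, Slc9b1 -1.52, Lifr -1.56, Vnn1 -1.69, Aqp5 -1.75, Fabp4 -1.91, Aldh3a1 -2.19, Itgb4 -2.28, Timp3 -2.29, Minar2 -2.75, Grb14 -3.27, Dppa4 -3.35, Ctla2a -3.36, Pnma5 -3.45, Ogn -3.84, Serpinb1a -3.93, Slurp1 -4.62, Afp -4.84, Scara5 -5.21 and Cxcl5 -5.73. For a gene with several probesets these are values of the one that stands for it, which is not that of the paper's tables for Slc9b1 (1432174_a_at), Afp (1436879_x_at), Cyp1b1 (-1.115 at 1416613_at of Table 1) and Tgm2 (-1.74 at 1455900_x_at of Table 1). Other probesets of a gene can differ from it: the direct difference did not pass for Mycn at 1425922_a_at (-0.26, adjusted p = 0.233) or Stat3 at 1460700_at (0.58, adjusted p = 0.0712). Without 1 array the call was lost for Bcl2l1 without v-Src 1 (0.64) or v-Src 6 (0.74) or STAT3-C 1 (0.82) or STAT3-C 3 (0.62), for Cnn2 without v-Src 5 (-0.55) or STAT3-C 1 (-0.70) or STAT3-C 2 (-0.69), for Copa without v-Src 1 (0.65) or v-Src 6 (0.60) or STAT3-C 1 (0.69) or STAT3-C 3 (0.56), for Cyp1b1 without v-Src 6 (-0.84) or STAT3-C 1 (-0.80), for Elovl6 without v-Src 5 (0.84) or v-Src 6 (0.57) or STAT3-C 1 (0.77) or STAT3-C 2 (0.74) or STAT3-C 3 (0.91), for Hp without v-Src 1 (2.27), for Ifnar1 without v-Src 5 (-0.52) or STAT3-C 2 (-0.58), for Itga8 without v-Src 1 (0.96) or v-Src 6 (0.71) or STAT3-C 1 (0.89) or STAT3-C 3 (0.77), for Lif without v-Src 5 (0.57) or v-Src 6 (0.48) or STAT3-C 1 (0.58), for Maged1 without v-Src 1 (-0.72) or STAT3-C 1 (-0.73) or STAT3-C 2 (-0.65), for Mcm5 without v-Src 1 (-1.24) or STAT3-C 1 (-1.21) or STAT3-C 3 (-1.15), for Mcm6 without v-Src 1 (-0.83) or v-Src 6 (-0.72) or STAT3-C 1 (-0.90) or STAT3-C 3 (-0.69), for Nos3 without v-Src 1 (-0.57) or STAT3-C 3 (-0.58), for Pfkp without v-Src 1 (0.73) or v-Src 6 (0.81) or STAT3-C 1 (0.88) or STAT3-C 3 (0.73), for Sec31a without v-Src 1 (0.70) or v-Src 6 (0.55) or STAT3-C 1 (0.69) or STAT3-C 3 (0.58), for Sesn1 without v-Src 5 (-0.55) or v-Src 6 (-0.72) or STAT3-C 1 (-0.75) or STAT3-C 2 (-0.52), for Snrpn without STAT3-C 3 (-0.56), for Srebf1 without STAT3-C 1 (0.55), for Srp19 without v-Src 1 (-0.56), for Tk1 without v-Src 1 (-0.79) or v-Src 6 (-0.62) or STAT3-C 1 (-0.87) or STAT3-C 2 (-0.90) or STAT3-C 3 (-0.67), for Vegfa without v-Src 1 (0.82) or v-Src 6 (0.68) or STAT3-C 1 (0.88).

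Outside the genes the paper discusses, 6 genes imprinted elsewhere were lower in both lines (Igf2, Peg3, Sgce, Dlk1, Plagl1 and Impact). Of these, Impact did not pass with v-Src without v-Src replicate 1 (-0.57) or 6 (-0.68) or control replicate 1 (-0.71) or 2 (-0.58).

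Only 10 splits of 6 arrays into equal groups exist, the real one among them (1 of 10 is a share of 0.1), too few for a share under 0.05. The real splits gave 7586, 8223 and 4645 probesets in the order v-Src, STAT3-C and direct comparison, and the highest of the other splits 0 in each.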

How the results depend on the processing

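All alternatives were set before the results were seen. The number of Ndn probesets lower in both lines (5), of named genes called alike (133) and of folds of Tables 1 and 2 within 1.5 times the paper's (48) stayed within 1.5 times under each alternative run, except where given below, and no called value reversed. With a fold of at least 2, probesets higher and lower were 1841 and 1669 with v-Src, 1955 and 1758 with STAT3-C, 995 and 1119 in both, and 725 and 771 in the direct comparison. With no fold threshold they were 6771 and 6011, 7302 and 6049, 4078 and 3846, and 4578 and 4546. These follow from the threshold itself. At an adjusted p under 0.01, 1466 were higher in v-Src than in STAT3-C cells. Above the median level, 2 Ndn probesets remained, since the filter removes the others. With an estimated correlation, 0 of 6 gene lists passed in both lines. The cause was not tested, but the size of the correlation cannot be all of it. The Prader-Willi call with v-Src ended (0.0184 to 0.424) at an estimate of -0.034, below the preset 0.01. The other lists that lost a call had estimates above 0.01. By fry, STAT3 targets, actin, fibroblast, interferon and aryl hydrocarbon receptor lists passed in both lines. Hypoxia and glycolysis passed with v-Src (0.00888) and not with STAT3-C (0.158). Leaving out 1 array gave 3537 to 3893 higher and 3237 to 3878 lower with v-Src, 3874 to 4458 and 3496 to 4197 with STAT3-C, 2014 to 2391 and 2196 to 2625 in both, 1769 to 2358 and 1800 to 2481 in the direct comparison, 5 Ndn probesets, 127 to 134 named genes and 5 to 6 lists. With the replicate block, 4447 were higher and 3964 lower with STAT3-C; arrays of the same number did not move together (correlations -0.0926, 0.0645 and 0.0446). Of the probesets that passed with v-Src, STAT3-C and in the direct comparison, 7315, 7852 and 4302 also passed after quantile normalization and 7001, 7749 and 4455 after median centring. Array signal limits Ndn in the transfected lines, which is near background.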

Differences from the paper's values

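The folds of Tables 1, 2, S1 and S2 were compared at 200 values. A fold was counted as differing where it was over 1.5 times the paper's or the reverse, and further from it than the SD of the arrays; smaller gaps, as for Cdyl (1418070_at) with STAT3-C, paper 0.0832 and here 0.0584, were not counted. By this, 1 differed: Aldh3a1 (1418752_at) with STAT3-C, paper 52.1099 and here 33.3. Of the alternatives set before the data were examined, only leaving out STAT3-C replicate 2 brings it within the paper's. The SAM scores of these tables were compared at 200 values too. They are signed, and a score was counted as differing, with no minimum ratio, where its sign differed or it lay further from the paper's than its jackknife standard error over the 6 arrays; the counts of folds and scores are therefore not comparable. By this, 55 differed. In Tables S1 and S2 the columns of v-Src and STAT3-C are used here exchanged: as headed, the median distance between the paper's folds and those here was 0.843 (log2) for S1 and 0.248 for S2, against 0.133 and 0.0989 exchanged. Tables 1 and 2 are used as headed (0.128 and 0.0988, against 0.764 and 0.167).

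No alternative closes 28 of the scores: Abcb1a 1419758_at with STAT3-C, paper 12.0541 and here 21.5. Adm 1416077_at with STAT3-C, paper -17.6288 and here -29.8. Cdyl 1418070_at with v-Src, paper -72.232 and here -24.0. Clec14a 1419467_at with STAT3-C, paper -32.5398 and here -53.7. Cnp 1437341_x_at with STAT3-C, paper -12.1376 and here -26.8. Cpeb1 1417960_at with v-Src, paper 26.6139 and here 18.0. Ebf1 1448293_at with v-Src, paper -46.495 and here -26.3. Epdr1 1450380_at with v-Src, paper 15.1883 and here 27.2. Fzd1 1437284_at with STAT3-C, paper -61.622 and here -19.6. Mab21l1 1421369_a_at with v-Src, paper 15.9467 and here 41.8. Ndn 1435382_at with STAT3-C, paper -73.974 and here -33.8. Ndn 1437853_x_at with STAT3-C, paper -67.114 and here -20.9. Ndn 1455792_x_at with v-Src, paper -30.296 and here -54.5. Pmaip1 1418203_at with v-Src, paper 39.681 and here 23.2. Prkd1 1447623_s_at with v-Src, paper 25.1607 and here 54.8. Ptn 1448254_at with v-Src, paper -25.9476 and here -49.3. Ptprf 1420841_at with STAT3-C, paper 31.9888 and here 14.5. Ptprf 1420842_at with STAT3-C, paper 44.849 and here 34.2. Ptprs 1426795_at with v-Src, paper 29.9173 and here 4.05. Rpl39l 1423327_at with STAT3-C, paper -23.8556 and here -49.2. Rpl39l 1423327_at with v-Src, paper -22.6252 and here -60.2. Setdb1 1416670_at with v-Src, paper 27.024 and here 9.02. Slit3 1452296_at with STAT3-C, paper -20.2704 and here -32.9. Trim44 1421869_at with v-Src, paper 21.8066 and here 14.1. Ulk1 1448370_at with STAT3-C, paper -31.136 and here -10.7. Vldlr 1434465_x_at with STAT3-C, paper 20.7807 and here 41.3. Vnn1 1447845_s_at with STAT3-C, paper 36.5042 and here 17.1. Zfp764 1424916_x_at with STAT3-C, paper -27.579 and here -9.41.

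The other 27 are each closed by the alternatives named after them, and by no other. Cnp 1437341_x_at with v-Src, paper -30.5888 and here -26.1, and Nfix 1436364_x_at with v-Src, paper -29.5513 and here -21.7, are closed with median centring. 1451244_a_at with STAT3-C, paper -17.2828 and here -25.4, is closed with median centring, without Balb/c-3T3 replicate 1, without Balb/c-3T3 replicate 3 and without STAT3-C replicate 2. Ndn 1415923_at with v-Src, paper -58.571 and here -78.7, is closed with median centring, without v-Src replicate 1, without v-Src replicate 5, without v-Src replicate 6 and without Balb/c-3T3 replicate 2. Ica1 1431644_a_at with v-Src, paper 14.1145 and here 23.6, is closed with median centring, without v-Src replicate 1, without v-Src replicate 5, without v-Src replicate 6 and without Balb/c-3T3 replicate 3. Birc3 1421392_a_at with v-Src, paper -27.2602 and here -18.1, is closed with median centring and without v-Src replicate 5. Prrc2a 1422799_at with v-Src, paper -26.4768 and here -15.9, and Setd6 1428797_at with v-Src, paper -23.2929 and here -34.2, are closed with quantile normalization again. Nfix 1436363_a_at with STAT3-C, paper -16.9474 and here -21.8, is closed with quantile normalization again and with median centring. Fzd2 1418532_at with STAT3-C, paper -13.3957 and here -19.2, is closed with quantile normalization again, without Balb/c-3T3 replicate 1, without Balb/c-3T3 replicate 2, without Balb/c-3T3 replicate 3 and without STAT3-C replicate 1. Gpc1 1417389_at with STAT3-C, paper 13.9147 and here 21.8, is closed with quantile normalization again, without Balb/c-3T3 replicate 1, without Balb/c-3T3 replicate 2, without Balb/c-3T3 replicate 3, without STAT3-C replicate 1 and without STAT3-C replicate 2. Ptn 1448254_at with STAT3-C, paper -32.4911 and here -52.4, is closed with quantile normalization again, without Balb/c-3T3 replicate 1, without Balb/c-3T3 replicate 2, without STAT3-C replicate 1, without STAT3-C replicate 2 and without STAT3-C replicate 3. Snx10 1431055_a_at with STAT3-C, paper 16.8805 and here 12.1, is closed with quantile normalization again, without STAT3-C replicate 1 and without STAT3-C replicate 3. Mycn 1425923_at with v-Src, paper -28.305 and here -20.6, is closed with quantile normalization again, without v-Src replicate 1 and without v-Src replicate 5. Zfp764 1424916_x_at with v-Src, paper -19.7966 and here -9.67, is closed without Balb/c-3T3 replicate 1. Bst1 1449453_at with STAT3-C, paper 13.5419 and here 18.1, is closed without Balb/c-3T3 replicate 1, without Balb/c-3T3 replicate 2, without STAT3-C replicate 1 and without STAT3-C replicate 2. Tfpi 1451791_at with STAT3-C, paper -17.9205 and here -24.3, is closed without Balb/c-3T3 replicate 1, without STAT3-C replicate 1 and without STAT3-C replicate 2. Grb10 1425458_a_at with STAT3-C, paper 23.021 and here 29.9, is closed without Balb/c-3T3 replicate 2, without Balb/c-3T3 replicate 3, without STAT3-C replicate 1 and without STAT3-C replicate 3. Trim44 1421869_at with STAT3-C, paper 11.139 and here 8.79, is closed without Balb/c-3T3 replicate 2, without STAT3-C replicate 1 and without STAT3-C replicate 3. Ddit4l 1444139_at with v-Src, paper 17.1702 and here 10.4, is closed without Balb/c-3T3 replicate 3. Crip2 1417311_at with STAT3-C, paper 72.639 and here 62.4, and Rnase2a 1425295_at with STAT3-C, paper 14.4674 and here 9.68, are closed without STAT3-C replicate 1. 1429778_at with v-Src, paper 37.7603 and here 18.3, and Tgfb1 1420653_at with v-Src, paper 38.605 and here 14.1, and Tgm2 1455900_x_at with v-Src, paper 33.990 and here 19.0, are closed without v-Src replicate 1. Slc9b1 1454114_a_at with v-Src, paper 2.94645 and here 1.71, is closed without v-Src replicate 1 and without Balb/c-3T3 replicate 3. Ebf1 1416301_a_at with v-Src, paper -38.5251 and here -32.1, is closed without v-Src replicate 5 and without Balb/c-3T3 replicate 2.

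The paper places 5 Ndn probesets among the 12 most significant of its repressed probesets. Here 4 are among the 12 lowest, by the mean moderated t of limma or the mean score of SAM. The paper names Sec61b, Mtap and NUPL1 among the common genes. Here Mtap passed in both at 1451345_at. Sec61b passed in both without control replicate 3 (0.69) or STAT3-C replicate 2 (0.60), and Nupl1 in neither direction at any of its 4 probesets. The paper identifies VEGFA among characterized genes in its lists, and names Bcl-2, Bcl-xL and survivin as targets identified earlier. Vegfa passed in both lines here at 1451959_a_at and, without STAT3-C replicate 3 (0.60), at 1420909_at; Bcl2 and Birc5 passed in both at none of their probesets, Bcl2l1 at 1 of 4, Ccnd1 at 3 of 3 and Cdkn1a at 2 of 2.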

Other observations

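The test over genes in gene order was chosen after the result was seen.

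Of 19 measured genes of the aryl hydrocarbon receptor and glutathione, 5 (Ahr, Cyp1b1, Tiparp, Aldh3a1 and Mgst2) rose and 1 (Txnrd1) fell with v-Src, and 9 rose and 1 (Hmox1) fell with STAT3-C, the same adjusted over the list alone. Ahr, the receptor itself, rose by 4.86 on the log2 scale with v-Src (standard error 0.22, adjusted p = 1.61e-05 from limma) and by 5.50 with STAT3-C (standard error 0.12, adjusted p = 9.82e-08). The list was higher by camera (adjusted p = 0.0164 and 0.00807; adjusted p = 0.51 and 0.432 with an estimated correlation), with v-Src not without control replicate 1 (0.0674), and it holds genes that the study chose on these arrays.

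Of 28 cell cycle genes, 10 fell with v-Src and 5 (Ccne1, Mcm2, Mcm3, Mcm6 and Tyms) with STAT3-C, where Cdc20, Birc5 and Cdc25c rose; the list passed in neither (adjusted p = 0.0508 and 0.579). With v-Src it was lower with all 9 arrays in 1 fit (0.0472), with the mean of all probesets of a gene (0.0362) and without v-Src replicate 5 (0.000233) or control replicate 2 (0.0053). Of 21 p53 targets, which hold genes chosen on these arrays, 6 rose and 4 fell in each line (with v-Src Sesn1, Phlda3, Fas and Apaf1; with STAT3-C Polk in place of Fas; adjusted p = 0.539 and 0.291). The fibroblast and extracellular matrix list is given above. Among the other marker lists, none passed: epithelial (Pkp1 higher in both, Pkp3 with STAT3-C; adjusted p = 0.335 and 0.621), mesothelial (Msln higher and Bnc1 lower in both; 0.512 and 1), endothelial (Flt1 higher with v-Src; 0.537 and 0.493), macrophage and leukocyte (Lyz2 and Cd14 higher in both, Cd68 with STAT3-C; 0.15 and 0.452), neural (Gap43 higher with STAT3-C; 0.705 and 0.516), and mesenchymal differentiation (Fabp4 and Des higher, Pparg and Cebpa lower in both; 0.539 and 0.857). Of the Cdkn2 locus, Cdkn2b fell in both and Cdkn2a with STAT3-C (0.748 and 0.0508; with STAT3-C 0.0331 with the replicate block and 0.0451 without STAT3-C replicate 3). Of 10 housekeeping genes, Ywhaz rose and Polr2a fell in both, and Hprt fell with v-Src (0.705 and 1). No Y-linked gene passed (0.964 and 0.579). Adjusted over the list alone the counts of these lists were the same, except that 1 epithelial gene was higher with STAT3-C.

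In gene order, the lowest mean over 15 neighbouring genes was at Stambpl1 to Rpp30 in both lines, -1.75 with v-Src and -1.73 with STAT3-C (permutation test over shuffled gene order, p = 0.001 each, the smallest that 1000 shuffles can give). The highest was at Ctnnbip1 to Per3 with v-Src (1.23, same permutation test, p = 0.004) and at Ik to Pcdhb9 with STAT3-C (1.15, p = 0.02).

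The other genes that the rule names had these log2 fold changes with v-Src and with STAT3-C. Past the test in both lines were Ccn5 -2.55 and -1.64, Cebpd 1.89 and 2.11, Clec14a -4.07 and -4.18, Cnn2 -2.03 and -1.301, Ctla2a -0.81 and 2.55, Ctsk -1.75 and -2.74, Dkk2 -2.33 and -2.16, Fzd2 -2.25 and -1.72, Gm6958 5.33 and 5.27, Gxylt2 -3.61 and -3.70, Hbb-bh1 4.07 and 1.07, Hp 5.77 and 3.34, Ifit3 -4.43 and -4.01, Igfbp7 -6.37 and -6.23, Itgb7 2.16 and 2.92, Kng1 4.74 and 0.98, Lcn2 2.32 and 1.56, Minar2 2.56 and 5.31, Mtss1 4.91 and 5.43, Oasl2 -3.79 and -4.13, Pcdhb7 4.20 and 4.43, Pcolce2 4.34 and 4.91, Perp 2.83 and 2.79, Pfkp 2.86 and 1.98, Pi15 4.63 and 1.05, Ptprf at 1420842_at with 4.45 and 4.33, Ptprf at 1420843_at with 4.72 and 4.18, Rnase2a 5.30 and 4.35, Serpinb2 2.01 and -1.46, Sipa1l2 -3.71 and -3.44, Slit3 -4.05 and -3.68, Tgfb1 1.99 and 1.24 and Tgm2 at 1455900_x_at with 2.47 and 4.21. With v-Src alone passed Grb14 -3.49 and -0.22, Il4ra 2.22 and 0.55, Mcm4 -1.19 and 0.25, Mcm5 -1.26 and -0.02, Scd1 1.34 and 0.68 and Sesn2 1.75 and 0.47, and with STAT3-C alone Ccng1 0.26 and 1.33, Dppa4 0.18 and 3.53, Igf2r 0.38 and -2.61, Pnma5 0.13 and 3.59 and Srp19 0.49 and 1.12; of these 11, only Scd1 did not pass the direct comparison (0.66, adjusted p = 0.14), and its other probeset passed with both (1.73 and 1.20). In neither passed Cldn15 0.03 and -0.05, Eif2s3y -0.0011017 and -0.06, Gpm6a 0.05 and -0.10, Kdm5d 0.18 and 0.01, Lrrn4 -0.14 and -0.18, Mageb16 0.12 and 0.27, Mageh1 -0.19 and -0.06, Muc16 0.15 and 0.10, Upk1b 0.18 and 0.20, Upk3b 0.16 and 0.12, Usp9y -0.11 and -0.03, Uty -0.04 and -0.38 and Wt1 0.23 and -0.05.

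Of the other genes named, these did not pass without 1 array, with the log2 fold change then: Atic with v-Src without v-Src 1 (-0.58), Cope with v-Src without v-Src 1 (0.44) or v-Src 6 (0.59) or control 1 (0.57) or control 2 (0.53), Diaph1 with v-Src without v-Src 6 (0.56), Ik with v-Src without control 1 (0.57), Ilk with v-Src without v-Src 1 (-0.64) or v-Src 5 (-0.44) or control 1 (-0.54) or control 3 (-0.59), Mcm5 with v-Src without control 3 (-1.19), Phlda1 with v-Src without v-Src 6 (0.51) or control 2 (0.54), Phlda3 with v-Src without v-Src 1 (-0.58), Pkp1 with v-Src without v-Src 1 (1.26) or v-Src 6 (1.15), Pnp with v-Src without v-Src 1 (-0.71) or v-Src 6 (-0.65) or control 3 (-0.62), Rpp30 with v-Src without v-Src 1 (-0.50) or v-Src 6 (-0.57) or control 1 (-0.63) or control 3 (-0.47), Scd1 with v-Src without v-Src 1 (1.32) or v-Src 6 (1.09) or control 1 (1.43) or control 2 (1.01), Serpinb2 with v-Src without v-Src 1 (1.86) or v-Src 6 (1.71) or control 1 (2.03) or control 3 (1.55), Spry2 with v-Src without v-Src 5 (-0.50) or v-Src 6 (-0.67) or control 1 (-0.71) or control 2 (-0.54), Tk1 with v-Src without v-Src 1 (-1.10) or control 1 (-1.02) or control 3 (-0.9977), Ywhaz with v-Src without control 1 (0.54), Ccne1 with STAT3-C without control 2 (-0.57), Cdc20 with STAT3-C without control 1 (1.29) or STAT3-C 1 (1.22) or STAT3-C 3 (1.11), Cxcl5 with STAT3-C without control 3 (-1.22), Elovl6 with STAT3-C without control 1 (-0.97) or control 3 (-0.79) or STAT3-C 1 (-1.001) or STAT3-C 2 (-0.96), Gap43 with STAT3-C without control 1 (0.55) or STAT3-C 1 (0.67), Itga8 with STAT3-C without control 1 (-0.76) or control 2 (-0.78) or STAT3-C 1 (-0.86) or STAT3-C 3 (-0.74), Kng1 with STAT3-C without control 2 (0.93) or control 3 (0.92) or STAT3-C 1 (0.69) or STAT3-C 2 (0.97), Lcn2 with STAT3-C without control 1 (0.99) or control 2 (1.77) or STAT3-C 1 (1.299) or STAT3-C 2 (1.43), Lif with STAT3-C without control 1 (0.56), Lpl with STAT3-C without control 2 (-0.82) or control 3 (-0.82) or STAT3-C 1 (-0.94) or STAT3-C 2 (-1.06) or STAT3-C 3 (-1.10), Phlda1 with STAT3-C without control 3 (0.76) or STAT3-C 1 (0.65) or STAT3-C 2 (0.66), Pkp1 with STAT3-C without control 3 (0.53) or STAT3-C 1 (0.95) or STAT3-C 2 (0.87) or STAT3-C 3 (0.91), Polk with STAT3-C without control 1 (-0.50) or control 3 (-0.61) or STAT3-C 1 (-0.64) or STAT3-C 2 (-0.66) or STAT3-C 3 (-0.68), Serpinb2 with STAT3-C without control 1 (-1.44) or STAT3-C 1 (-1.55) or STAT3-C 2 (-1.41) or STAT3-C 3 (-1.41), Sesn1 with STAT3-C without control 1 (-0.75) or control 3 (-0.75) or STAT3-C 1 (-0.82) or STAT3-C 3 (-0.76), Sqle with STAT3-C without control 1 (1.27) or STAT3-C 1 (1.13) or STAT3-C 3 (1.29), Srebf1 with STAT3-C without control 2 (-0.52) or STAT3-C 1 (-0.52), Tyms with STAT3-C without control 3 (-0.53) or STAT3-C 1 (-0.63).

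Calls that arose without 1 array were, with v-Src, Dusp6 without control 3 (0.71), Herc2 without v-Src 1 (-0.65) or without v-Src 6 (-0.64) or without control 1 (-0.61) or without control 2 (-0.60), Hmox1 without control 2 (0.98), Lpl without control 1 (-1.40), Nupl1 without control 2 (-0.60), Pkp3 without v-Src 5 (0.61) or without control 1 (0.64) or without control 2 (0.61), Scara5 without control 1 (-1.37), Srp19 without control 3 (0.66), Tyms without v-Src 5 (-0.65) and, with STAT3-C, Diaph1 without control 3 (0.59), Herc2 without STAT3-C 2 (-0.74), Il4ra without control 3 (0.63) or without STAT3-C 3 (0.60), Maged2 without STAT3-C 3 (0.88), Pnp without control 1 (-0.68), Sec61b without control 3 (0.69) or without STAT3-C 2 (0.60), Serpina3n without control 2 (0.63) or without STAT3-C 3 (0.59), Txnrd1 without STAT3-C 3 (-0.71), Vegfa without STAT3-C 3 (0.60) and, in the direct comparison, Abca1 without STAT3-C 2 (0.86), Ahr without v-Src 6 (-0.88), Atic without v-Src 1 (0.69) or without STAT3-C 3 (0.68), Birc5 without v-Src 5 (-1.18), Cdc25c without v-Src 5 (-0.99), Cebpd without STAT3-C 3 (-0.74), Epdr1 without v-Src 5 (0.61) or without STAT3-C 3 (0.61), Fosl1 without v-Src 1 (0.60) or without STAT3-C 3 (0.65), Gap43 without STAT3-C 3 (-0.62), Hbegf without STAT3-C 3 (1.07), Itga6 without v-Src 5 (0.71) or without STAT3-C 2 (0.70), Itgb8 without STAT3-C 3 (-1.26), Maged2 without STAT3-C 3 (-0.85), Oasl2 without v-Src 1 (0.76), Pcdhb9 without STAT3-C 3 (-0.67), Pkp1 without v-Src 5 (0.60), Rnase2a without STAT3-C 1 (1.298), Scd1 without v-Src 5 (0.94), Sec24b without v-Src 5 (0.66) or without STAT3-C 2 (0.60), Stambpl1 without v-Src 5 (0.65) or without STAT3-C 1 (0.60) or without STAT3-C 2 (0.60), Uso1 without v-Src 5 (0.70). Under the other alternatives calls ended, with v-Src, Cope with median centring (0.52), Ctla2a with all 9 arrays in 1 fit (-0.81), Diaph1 with median centring (0.57), Ik with median centring (0.55), Phlda1 with median centring (0.54), Rpp30 with quantile normalization again (-0.58), Sec61b with median centring (0.55), Ndn 1456575_at with median centring (0.58) and, with STAT3-C, Cfl2 with quantile normalization again (0.58), Cxcl5 with all 9 arrays in 1 fit (-1.20), Lcn2 with median centring (1.51) or with the replicate block (1.56), Nupl1 with quantile normalization again (0.57), Pkp1 with quantile normalization again (0.89) and, in the direct comparison, Elovl6 with all 9 arrays in 1 fit (0.81), Lif with quantile normalization again (0.55) or with median centring (0.57), Nfix with quantile normalization again (-0.52), Sesn1 with all 9 arrays in 1 fit (-0.70), Srp19 with quantile normalization again (-0.50), Tk1 with quantile normalization again (-0.70). They arose, with v-Src, Herc2 with median centring (-0.64), Lpl with all 9 arrays in 1 fit (-0.97), Nupl1 with median centring (-0.62), Scara5 with all 9 arrays in 1 fit (-0.94) and, with STAT3-C, Herc2 with median centring (-0.62), Maged2 with quantile normalization again (0.62) or with eBayes with trend and robust (0.62), Pnp with quantile normalization again (-0.63), Txnrd1 with quantile normalization again (-0.66) or with median centring (-0.59) and, in the direct comparison, Abca1 with quantile normalization again (0.76), Atic with quantile normalization again (0.68), Epdr1 with quantile normalization again (0.61), Fosl1 with quantile normalization again (0.70), Hbegf with all 9 arrays in 1 fit (0.76), Itga6 with quantile normalization again (0.65), Itgb8 with all 9 arrays in 1 fit (-0.90), Pcolce2 with median centring (-0.59), Ptprf with quantile normalization again (0.65), Rnase2a with all 9 arrays in 1 fit (0.95) or with quantile normalization again (1.02) or with eBayes with trend and robust (0.95), Stambpl1 with quantile normalization again (0.60), Uso1 with quantile normalization again (0.70).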
